# IL-12 sensing in neurons induces neuroprotective CNS tissue adaptation and attenuates neuroinflammation in mice

**DOI:** 10.1038/s41593-023-01435-z

**Published:** 2023-09-25

**Authors:** Myrto Andreadou, Florian Ingelfinger, Donatella De Feo, Teresa L. M. Cramer, Selma Tuzlak, Ekaterina Friebel, Bettina Schreiner, Pascale Eede, Shirin Schneeberger, Maria Geesdorf, Frederike Ridder, Christina A. Welsh, Laura Power, Daniel Kirschenbaum, Shiva K. Tyagarajan, Melanie Greter, Frank L. Heppner, Sarah Mundt, Burkhard Becher

**Keywords:** Cytokines, Multiple sclerosis

## Abstract

Interleukin-12 (IL-12) is a potent driver of type 1 immunity. Paradoxically, in autoimmune conditions, including of the CNS, IL-12 reduces inflammation. The underlying mechanism behind these opposing properties and the involved cellular players remain elusive. Here we map IL-12 receptor (IL-12R) expression to NK and T cells as well as neurons and oligodendrocytes. Conditionally ablating the IL-12R across these cell types in adult mice and assessing their susceptibility to experimental autoimmune encephalomyelitis revealed that the neuroprotective role of IL-12 is mediated by neuroectoderm-derived cells, specifically neurons, and not immune cells. In human brain tissue from donors with multiple sclerosis, we observe an IL-12R distribution comparable to mice, suggesting similar mechanisms in mice and humans. Combining flow cytometry, bulk and single-nucleus RNA sequencing, we reveal an IL-12-induced neuroprotective tissue adaption preventing early neurodegeneration and sustaining trophic factor release during neuroinflammation, thereby maintaining CNS integrity in mice.

## Abstract (web summary)

Interleukin-12 (IL-12) can have anti-inflammatory properties; however, the underlying mechanisms are unclear. Here, the authors show that IL-12-sensing neurons mediate IL-12-induced neuroprotective tissue adaptation in autoimmune conditions of the CNS.

## Main

Multiple sclerosis (MS) is a chronic inflammatory disease of the CNS characterized by cytokine dysregulation, demyelination and neuronal loss^1^. The inflammatory lesions in MS result from type 1 immunity, which drives leukocyte infiltration and phagocyte-mediated immunopathology^2^. The archetypical inducer of type 1 immunity is the cytokine IL-12, produced by antigen-presenting cells^3^. However, with the discovery of the closely related cytokine of the same superfamily, namely IL-23 (ref. ^4^), we and others found that IL-23 plays a nonredundant role in the development of CNS inflammation in preclinical models of MS^5,6^. Surprisingly, these studies also discovered that IL-12 ameliorated the disease and, therefore, has a regulatory immunosuppressive role in neuroinflammation. IL-12 and IL-23 are heterodimers harboring the unique subunits p35 and p19 engaging with IL-12Rβ2 and IL-23R, respectively, while sharing the common p40 subunit, which binds IL-12Rβ1. Dual targeting of IL-12 and IL-23 signaling, however, has not shown efficacy in a phase II clinical trial in MS therapy^7^, possibly due to interfering with two opposing underlying disease mechanisms simultaneously. In fact, higher *IL12RB2* expression is correlated with a lower risk of relapse in relapsing–remitting MS patients and better response to MS therapy^8^. Thus, IL-12 may attenuate neuroinflammation in MS not only in mice but also in humans. The mechanism behind IL-12-mediated tissue protection and immune regulation in MS has never been resolved.

To reveal the mechanistic underpinnings of how IL-12 limits immunopathology during CNS autoimmunity, we first identified and then conditionally targeted IL-12R-expressing cell types in neuroinflammation. We found that ablation of the IL-12R in the neuroectoderm (that is, astrocytes, neurons and oligodendrocytes) alone phenocopied the hypersusceptibility to experimental autoimmune encephalomyelitis (EAE) observed in germline *Il12rb2* knockout mice. We here describe the discovery of a neuroprotective loop triggered by IL-12-producing CNS-infiltrating monocyte-derived cells (MdCs), which implicated autocrine and paracrine survival and trophic factor release by distinct IL-12-sensing neuronal populations in neuroinflammation.

## Results

### Immune cells are dispensable for IL-12-mediated tissue protection

To identify the mechanism by which IL-12 limits immunopathology in CNS neuroinflammation, we first generated a conditional strain of IL-12-specific receptor subunit b2: *Il12rb2*^fl^ (ref. ^9^). We crossed *Il12rb2*^fl/fl^ mice with *CMV*^Cre^ mice to generate mice lacking *Il12rb2* in all tissues, hereafter termed *Il12rb2*^del/del^ mice (Fig. 1a). These mice were hypersusceptible to myelin oligodendrocyte glycoprotein (MOG)-induced EAE, as previously reported in mice lacking functional IL-12 (refs. ^5,6^; Fig. 1b,c). While the time to clinical disease onset was comparable between mice with or without *Il12rb2* (Fig. 1b), the absence of IL-12 signaling was associated with significantly higher maximal and cumulative EAE scores (Fig. 1c and Extended Data Fig. 1a).

**Fig. 1:**
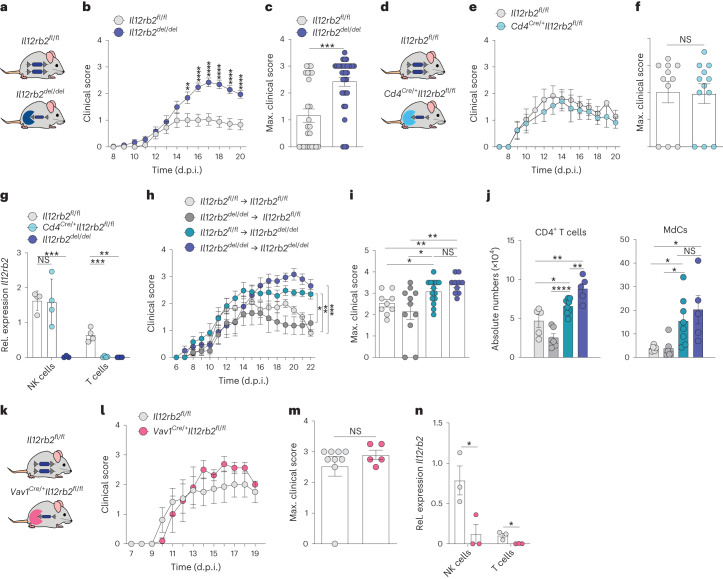
Leukocytes are dispensable for IL-12-mediated tissue protection in experimental autoimmune encephalomyelitis. **a**, Schematic illustrating *Il12rb2*^del/del^ and *Il12rb2*^fl/fl^ control mice. **b**,**c**, EAE course (**b**) and maximum EAE scores (**c**) in *Il12rb2*^del/del^ (*n* = 33, m/f) and *Il12rb2*^fl/fl^ mice (*n* = 25, m/f). Data were pooled from four experiments. Mixed-effects model, Sidak’s post hoc test (**P = 0.0063, ****P ≤ 0.0001, left to right) in **b**; two-tailed Mann–Whitney test (***P = 0.0001) in **c**. **d**, Schematic illustrating *Cd4*^Cre/+^*Il12rb2*^fl/fl^ and *Il12rb2*^fl/fl^ control mice. **e**,**f**, EAE course (**e**) and maximal EAE scores (**f**) in *Cd4*^Cre/+^*Il12rb2*^fl/fl^ (*n* = 12, m/f) and littermate controls (*n* = 11, m/f). Data were pooled from two experiments. Mixed-effects model, Bonferroni post hoc test (*P* > 0.9999) in **e**; two-tailed Mann–Whitney test (*P* = 0.6514*)* in **f**. **g**, *Il12rb2* mRNA relative expression in FACS-isolated CNS NK cells and CD3^+^ T cells of *Cd4*^Cre/+^*Il12rb2*^fl/fl^ (*n* = 4; f), littermate control *Il12rb2*^fl/fl^ (*n* = 4; f) and *Il12rb2*^del/del^ (*n* = 3; f) mice at 18 d.p.i. Data represent one experiment (unpaired two-tailed *t*-test, *P* = 0.9131; ***P = 0.002; ***P = 0.0006; **P = 0.0023, left to right). **h**,**i**, EAE course (**h**) and maximum EAE score (**i**) in bone marrow chimeras 6 weeks after immune reconstitution. Data were pooled from two experiments; *Il12rb2*^fl/fl ^→ *Il12rb2*^fl/fl^ (*n* = 9, m/f), *Il12rb2*^del/del ^→ *Il12rb2*^fl/fl^ (*n* = 11, m/f), *Il12rb2*^fl/fl ^→ *Il12rb2*^del/del^ (*n* = 14, m/f) and *Il12rb2*^del/del ^→ *Il12rb2*^del/del^ (*n* = 10, m/f). Two-way ANOVA, Bonferroni post hoc test (*P = 0.0234; **P = 0.0017, ***P ≤ 0.0005) in **h**; two-tailed Mann–Whitney test (*P = 0.0293; **P = 0.0011, *P = 0.0277; **P = 0.0023; *P* = 0.1855, left to right) in **i**. **j**, Absolute numbers of CNS CD45^+^CD44^+^CX3CR1^−^Ly6G^−^TCRβ^+^CD8^−^CD4^+^ T cells and CD45^+^CD44^+^CX3CR1^−^LY6G^−^TCRβ^−^NK1.1^−^SiglecF^−^Ly6C^+^CD11b^+^MHCII^+^ MdCs at 23 d.p.i. as measured by FC. Data are representative for two experiments; *Il12rb2*^fl/fl ^→ *Il12rb2*^fl/fl^ (*n* = 5, m/f), *Il12rb2*^del/del ^→ *Il12rb2*^fl/fl^ (*n* = 6, m/f), *Il12rb2*^fl/fl ^→ *Il12rb2*^del/del^ (*n* = 8, m/f) and *Il12rb2*^del/del ^→ *Il12rb2*^del/del^ (*n* = 5, m/f). Left graph: unpaired two-tailed *t*-test, *P = 0.0299; **P = 0.0049, ****P ≤ 0.0001; **P = 0.009, left to right; right graph: unpaired two-tailed *t*-test, *P = 0.0293; *P = 0.0261; *P = 0.0221; *P* = 0.4688; left to right. **k**, Schematic illustrating *Vav1*^Cre/+^*Il12rb2*^fl/fl^ and *Il12rb2*^fl/fl^ control mice. **l**,**m**, EAE course (**l**) and maximal EAE scores (**m**) in *Vav1*^Cre/+^*Il12rb2*^fl/fl^ (*n* = 5, m/f) and littermate controls (*n* = 9, m/f). Data were pooled from two experiments. Mixed-effects model, Bonferroni post hoc test (*P* > 0.9999) in **l**; two-tailed Mann–Whitney test (*P* = 0.6349) in **m**. **n**, *Il12rb2* mRNA expression of FACS-isolated CNS NK cells and CD3^+^ T cells of *Vav1*^Cre/+^*Il12rb2*^fl/fl^ (*n* = 3; m) mice and littermate controls (*n* = 3; m) at 19 d.p.i. (unpaired two-tailed *t*-test, *P = 0.0370; *P = 0.0224, left to right). Each symbol represents one animal. Data are shown as mean ± s.e.m. NS, not significant; m, male; f, female. Source data

As helper T (T_H_) cells are the main drivers of MOG-induced EAE, we asked whether deleting the IL-12R across aβ T cells would recapitulate the exacerbated clinical symptoms seen in *Il12rb2*^del/del^ mice. We crossed *Il12rb2*^fl/fl^ mice with *Cd4*^Cre/+^ mice (Fig. 1d–g), generating progeny in which *Il12rb2* was deleted in T cells. By analyzing IL-12-induced phosphorylation of STAT4 (Extended Data Fig. 1b) and qPCR (Fig. 1g), we confirmed the deletion of *Il12rb2* in T cells. Surprisingly, *Cd4*^Cre/+^*Il12rb2*^fl/fl^ mice and *Il12rb2*^fl/fl^ littermates developed EAE of similar clinical severity (Fig. 1f and Extended Data Fig. 1c) suggesting that T cells are not responsible for the IL-12-mediated tissue protection. Similarly, *Ncr1*^Cre/+^*Il12rb2*^*fl/fl*^ mice showed comparable clinical outcomes to the littermate control group suggesting no major contribution of natural killer (NK) cells to the IL-12-induced immunoregulatory circuit (Extended Data Fig. 1d–h).

As testing for equivalence was not conclusive for this dataset, we confirmed that NK cells had no measurable impact on EAE disease development, adding to the controversy of the role of NK cells in CNS autoimmunity^10^. Here, mice treated with an anti-NK1.1 antibody to delete NK cells showed similar clinical symptoms compared to the PBS-treated control group (Extended Data Fig. 1i–m). Together, our findings eliminate the two most obvious targets within the IL-12R-expressing lymphocyte compartment.

We next generated bone marrow chimeras in which *Il12rb2* was expressed either in the adult hematopoietic stem cell-derived systemic immune compartment or in radioresistant cells of the CNS (Table 1) (Fig. 1h–j). We found that the loss of IL-12R in immune cells did not affect the clinical outcome of EAE. In contrast, mice lacking *Il12rb2* expression in radioresistant cells phenocopied the *Il12rb2*^del/del^ strain (Fig. 1h–i) accompanied by significantly more infiltration of CD4^+^ T cells and MdCs into their CNS (Fig. 1j). This was further validated in *Vav1*^Cre/+^*Il12rb2*^fl/fl^ mice, which lack *Il12rb2* in all hematopoietic cells (and endothelial cells) but did not show exacerbated disease compared to littermate control mice (Fig. 1k–n and Extended Data Fig. 1n,o). Together, our findings allow the elimination of immune cells (including CNS-resident microglia^11^) from the list of potential candidates for the IL-12-mediated protective phenotype in EAE and indicate that the protective features of IL-12 are mediated by neuroectodermal cells.

### Neurons and oligodendrocytes sense IL-12 in mouse and human

We next sought to capture and localize potential sensors of IL-12, resident to the murine CNS. To do so, we used immunostaining for β-galactosidase (β-gal) to detect cells expressing IL-12Rβ2 protein within the steady-state CNS of *Il12rb2*^LacZ/LacZ^ reporter mice, coupled with multiplexed RNA fluorescence in situ hybridization (RNAscope) for *Il12rb1* and *Il12rb2* mRNA. IL-12R was expressed in the neuroectoderm, specifically in neurons and oligodendrocytes, already at steady state (Fig. 2a–h and Extended Data Fig. 2a,b), consistent with a recently published single-nucleus RNA-sequencing (snRNA-seq) dataset of adult mouse hippocampus^12^. Both β-gal/IL-12Rβ2 immunoreactivity (Fig. 2a–h and Extended Data Fig. 2a,b) and *Il12rb2* mRNA transcripts (Fig. 2i,j) were localized to NeuN-positive and *Rbfox3/Map2-*positive neuronal cells, respectively. The β-gal-positive signal was also present in CC1^+^ myelin-forming oligodendrocytes and mature oligodendrocytes (MOLs; Fig. 2g). While *Ιl12rb1* mRNA was more strongly expressed in *Sox10*-positive oligodendrocytes (Fig. 2i,j), neither astrocytes nor microglia expressed the IL-12R subunits, suggesting their inability to sense IL-12 (Fig. 2f,j). *Il12rb1/Il12rb2* gene expression patterns were similar in the inflamed murine CNS (Extended Data Fig. 2c–f) where we further validated our findings by qPCR of populations subjected to fluorescence-activated cell sorting (FACS; Fig. 2k) and fluorescence-activated nuclei sorting (FANS; Fig. 2l). Apart from infiltrating T cells and NK cells, IL-12R subtypes were strongly expressed on oligodendrocytes and neurons, thereby representing the primary radioresistant non-hematopoietic CNS-resident cells expressing the IL-12R complex at steady state and during MOG-induced neuroinflammation.

**Fig. 2:**
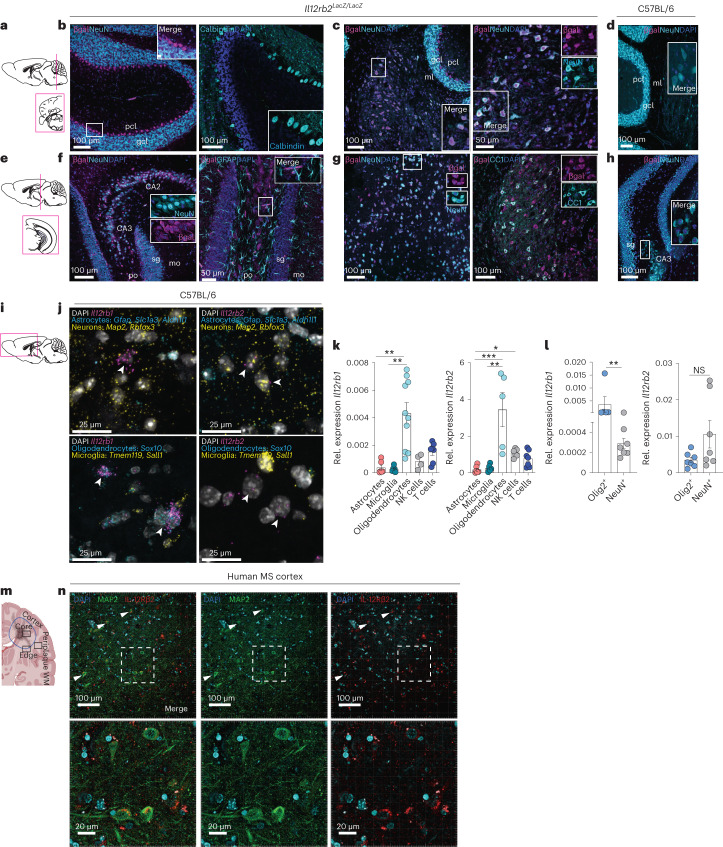
Neurons and oligodendrocytes are molecularly equipped to sense IL-12. **a**, Schematic of the mouse cerebellum showing the region represented by the following images. **b**–**d**, Immunostaining of β-gal^+^Calbindin^+^ and β-gal^+^NeuN^+^ cells in the steady-state cerebellum of *Il12rb2*^*LacZ/LacZ*^ reporter mice (*n* = 6 mice, m/f; data are representative for one of three experiments) and β-gal^−^NeuN^+^ cells in control C57BL/6 mice. **e**, Schematic of the mouse hippocampus showing region represented by the following images. **f**–**h**, Immunostaining of β-gal^+^NeuN^+^, βgal^−^GFAP^+^ and β-gal^+^ CC1^+^ cells in the hippocampal and cortical region of steady-state *Il12rb2*^*LacZ/LacZ*^ reporter mice (*n* = 5 mice, m/f; data are representative for one of three experiments) and β-gal^−^NeuN^+^ cells in control C57BL/6 mice. In **b**–**d** and **f**–**h**, scale bars indicate 50 μm or 100 μm. Insets are enlargements of outlined regions in the original images. **i**, Schematic of the mouse cerebrum showing the region represented by the following images. **j**, Multiplexed single-molecule RNA fluorescence in situ hybridization (RNAscope) in steady-state C57BL/6 mouse cerebral tissue showing *Il12rb2* gene coexpression in *Map2*^*+*^*Rbfox3*^*+*^ neurons and *Il12rb1* coexpression in *Sox10*^+^ oligodendrocytes. Scale bars, 25 μm. **k**, *Il12rb1* and *Il12rb2* mRNA expression of CD45^−^CD11b^−^O4^−^ACSA-2^+^astrocytes, CD45^lo^CD44^lo^CD11b^+^CX3CR1^+^ microglia, CD45^−^CD11b^−^ACSA-2^−^ O4^+^ oligodendrocytes, NK cells and CD3^+^ T cells isolated by FACS from the CNS of C57BL/6 mice at peak EAE (*n* = 4–10, m/f; number of dots represents the number of biologically independent replicates per sample; 14 d.p.i.). Data are shown as the mean ± s.e.m. Kruskal–Wallis test, corrected Dunn’s test (**P = 0.0012; ** *P* = 0.0016; ***P = 0.0009; *P = 0.0391; **P = 0.0052, left to right). **l**, *Il12rb1* and *Il12rb2* mRNA expression of Hoechst^+^ Olig2^+^ oligodendrocyte nuclei and Hoechst^+^ NeuN^+^ neuronal nuclei isolated by FANS from the CNS of C57BL/6 mice (*n* = 5–7; number of dots represents the number of biologically independent replicates per sample) at peak EAE (14 d.p.i.). Data are shown as mean ± s.e.m. (unpaired two-tailed Mann–Whitney test, **P = 0.0293, *P* = 0.1282, left to right). **m**, Schematic of human MS brain lesions (created with BioRender.com). **n**, Representative immunofluorescence of IL-12Rβ2-expressing MAP2^+^ neurons in brain tissue samples from individuals with MS (*n* = 3; data representative for one of three experiments). Scale bars, 20 μm and 100 μm. Lower images depict enlargements of outlined regions in the original (top) images. Gcl, granule cell layer; ml, molecular layer; pcl, Purkinje cell layer; sg (DG-sg), dentate gyrus, granule cell layer; po (DG-po), dentate gyrus, polymorph layer; mo (DG-mo), dentate gyrus, molecular layer; m, male; f, female. Source data

We next evaluated the presence of the IL-12-sensing molecular machinery in the human CNS by examining snRNA-seq datasets consisting of 66,432 nuclei from white matter (WM) lesional tissue of deceased individuals with progressive MS and age-matched and sex-matched controls who had died from non-neurological causes^13^ (Extended Data Fig. 2g–i). Analogous to the mouse, human neurons and oligodendrocytes expressed transcripts encoding IL-12R subtypes (Extended Data Fig. 2h,i). We next interrogated a second independent human dataset (*n* = 39,579 nuclei) of whole MS tissue sections^14^ (comprising cortical gray matter (GM), demyelinated lesions and underlying subcortical WM) of individuals with secondary progressive MS (*n* = 12) and controls (*n* = 9; Extended Data Fig. 2j,k). *IL12RB2* was expressed across all excitatory neuron clusters (upper, intermediate and deep cortical layers) at similar levels in MS and control samples (Extended Data Fig. 2k). We further confirmed neuronal IL-12Rβ2 protein expression in the cortex of individuals with MS by immunohistochemistry (Extended Data Fig. 2l). Finally, when we exposed primary mouse neurons (Extended Data Fig. 2m,n) or oligodendrocytes (Extended Data Fig. 2o,p) to recombinant IL-12, we observed a rapid increase of STAT4 phosphorylation—a hallmark of IL-12 receptor signaling. Together, these data demonstrate that in both mice and humans CNS-endogenous neuroectodermal cells are capable of sensing and transducing IL-12 signaling intracellularly.

### Neuroectodermal IL-12R signaling attenuates neuroinflammation

We then asked whether the ability of the neuroectoderm to sense and respond to IL-12 was functionally linked to IL-12-induced tissue protection in EAE. We crossed *Il12rb2*^fl/fl^ mice to a *Nestin*^Cre/+^ strain (Fig. 3a). The *Nestin*^Cre/+^ strain permits the simultaneous targeting of both neurons and oligodendrocytes, which we identified as the relevant IL-12 receptor-bearing cell types in the CNS. Taking into account previous studies raising concerns about the targeting promiscuity of the *Nestin*^Cre/+^ strain outside the neuroectoderm^15^, we confirmed that ablation of *Il12rb2* occurred in neurons and oligodendrocytes (Fig. 3b) but not in splenic and CNS-infiltrating T cells and NK cells (Extended Data Fig. 3a–c). Strikingly, *Nestin*^Cre/+^*Il12rb2*^fl/fl^ mice phenocopied the EAE hypersusceptibility of the *Il12rb2* full knockout strain (Fig. 3c,d and Extended Data Fig. 3d,e). We excluded potential effects of *Cre* recombinase expression^15^ on the EAE outcome using *Nestin*^Cre/+^*Il12rb2*^+/+^ mice (Fig. 3c,d).

**Fig. 3:**
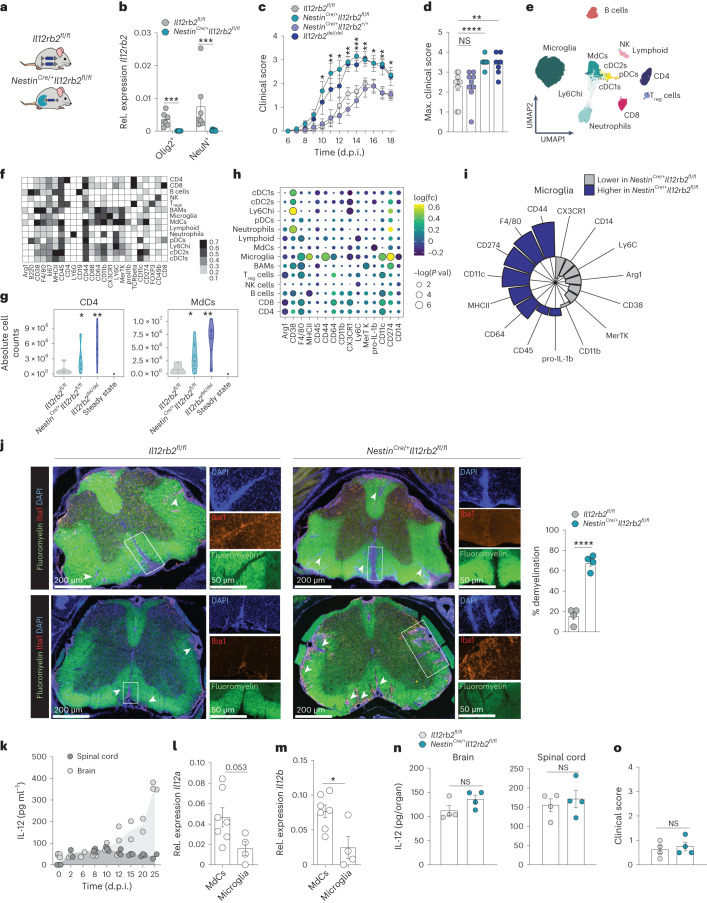
Neuroectodermal IL-12-sensing attenuates CNS immunopathology. **a**, Schematic of *Nestin*^Cre/+^*Il12rb2*^fl/fl^ and *Il12rb2*^fl/fl^ control mice. **b**, *Il12rb2* expression in FANS-isolated Hoechst^+^Olig2^+^ oligodendrocyte and Hoechst^+^NeuN^+^ neuronal nuclei from *Nestin*^Cre/+^*Il12rb2*^fl/fl^ (*n* = 7, m/f) and *Il12rb2*^fl/fl^ control mice (*n* = 7, m/f) at peak EAE (13 d.p.i.). Data are pooled from two experiments (two-tailed Mann–Whitney test, ***P = 0.0006; ***P = 0.0006, left to right). **c**,**d**, EAE course (**c**) and maximal EAE scores (**d**) of *Nestin*^Cre/+^*Il12rb2*^fl/fl^ (*n* = 8, m/f), *Il12rb2*^fl/fl^ littermate controls (*n* = 10, m/f), *Il12rb2*^del/del^ (*n* = 7, m/f) and *Nestin*^Cre/+^*Il12rb2*^+/+^ (*n* = 9, m/f) mice. Data were pooled from two experiments. Mixed-effects model with Bonferroni post hoc test between *Il12rb2*^fl/fl^ and *Nestin*^Cre/+^*Il12rb2*^fl/fl^ mice (*P = 0.0209; **P = 0.0045; *P = 0.0288; **P = 0.0046; ***P = 0.0005; **P = 0.0092; *P = 0.0221; **P = 0.0014; *P = 0.0131; left to right) in **c** and two-tailed Mann–Whitney test (*P* > 0.9999; ****P < 0.0001; **P = 0.0022, left to right) in **d**. **e**, UMAP of 60,000 cells normalized to sample size and proportional to the absolute cell number per group of *Nestin*^Cre/+^*Il12rb2*^fl/fl^ (*n* = 11, m/f), *Il12rb2*^fl/fl^ (*n* = 7, m/f), *Il12rb2*^del/del^ (*n* = 9, m/f) at peak EAE (13 d.p.i.). **f**, Heatmap depicting median marker expression per cluster. **g**, Cell counts of CNS CD4^+^ T cells and MdCs corresponding to **e**. Data were pooled from two experiments (unpaired two-tailed *t*-test; *P = 0.03681; **P = 0.00203; *P = 0.02085; **P = 0.00151, left to right). **h**, Dot plot depicting fold change expression and *P* value of the indicated markers per population. **i**, Cohen’s *d* effect size for the expression of the indicated activation molecules in microglia from *Nestin*^Cre/+^*Il12rb2*^*fl/fl*^ and *Il12rb2*^fl/fl^ mice. **j**, Representative WM staining with FluoroMyelin Green dye (top, thoracic; bottom, lumbar) and the percentage of myelin loss quantification in axial spinal cord sections at 19 d.p.i. in *Nestin*^Cre/+^*Il12rb2*^fl/fl^ and control mice (*n* = 4 mice per group). Insets highlight active, demyelinating inflammatory lesions with accumulation of DAPI^+^Iba1^+^ phagocytes. Individual lesions are pointed out by arrowheads. Scale bars, 50 μm and 200 μm. Unpaired two-tailed *t*-test, ****P < 0.0001). **k**, Kinetics of IL-12 (IL-12/23p40) concentration (ELISA) in the brain and spinal cord in C57BL/6 mice *n* = 2–5 per time point in EAE, m/f; number of dots represents the number of biologically independent replicates per sample. **l**,**m**, *Il12a* (**l**) and *Il12b* (**m**) mRNA expression in FACS-isolated CNS CD45^+^CD44^+^CD11b^+^Ly6G^−^Ly6C^+^ MdCs (*n* = 7) and CD45^lo^CD44^lo^CD11b^+^CX3CR1^+^ microglia (*n* = 4) of C57BL/6 mice (m/f) at disease onset (10 d.p.i.). Unpaired two-tailed *t*-test, *P* = 0.053; *P = 0.0137, left to right. **n**,**o**, IL-12 protein in brain and spinal cord lysates (**n**) and clinical score of *Nestin*^Cre/+^*Il12rb2*^fl/fl^ (*n* = 4, m) and littermate control mice (*n* = 4; m) at 10 d.p.i. (**o**). Two-tailed Mann–Whitney test, *P* = 0.1335; *P* = 0.5916; *P* = 0.7429; left to right). Each symbol represents one animal. Data are shown as the mean ± s.e.m.; m, male; f, female. Source data

We next compared the immune cell landscape between *Nestin*^Cre/+^ *Il12rb2*^fl/fl^ and *Il12rb2*^fl/fl^ littermate control mice at peak disease using flow cytometry (FC) of CNS leukocytes (gated on live CD45^+^ singlets), coupled with dimensionality reduction (uniform manifold approximation and projection (UMAP)) and FlowSOM clustering (Fig. 3e–i and Extended Data Fig. 3f). We observed a significantly higher CNS infiltration of CD4^+^ T cells and MdCs (Fig. 3g), as well as a reactive microglia signature (Fig. 3h,i), consistent with the exacerbated EAE phenotype in the absence of IL-12R signaling in cells of the neuroectoderm. Quantitative immunofluorescence confirmed severe inflammation and CNS demyelination in *Nestin*^Cre/+^*Il12rb2*^fl/fl^ mice (Fig. 3j). Together, our data indicate that IL-12 signaling by cells of the neuroectoderm drives immunomodulatory and/or tissue-protective processes that attenuate inflammatory demyelinating CNS pathology in EAE.

### IL-12 induces neuroprotection and trophic factor release

We next sought to precisely disentangle the molecular underpinnings of this yet-unperceived neuroimmune cross-talk instructed by IL-12. Importantly, for this analysis, we opted for a time point when IL-12 is already present in the CNS but has not (yet) translated in clinical differences between *Nestin*^Cre/+^*Il12rb2*^fl/fl^ and *Il12rb2*^fl/fl^ control mice. Hence, we measured the concentration of IL-12 in brain and spinal cord lysates during EAE induction and disease (Fig. 3k). We found that IL-12 was barely detectable for almost a week after immunization, but began to increase from the day of clinical onset (10 days post immunization (d.p.i.); Fig. 3k), likely coinciding with the influx of MdCs. In fact, compared to microglia, infiltrating MdCs were the dominant source of IL-12 in the inflamed CNS (Fig. 3l,m). As fragile neuroectodermal cells are typically underrepresented in most single-cell omic approaches, we performed snRNA-seq of FANS-isolated Hoechst^+^ nuclei from the cerebellum, brainstem and cervical spinal cord of *Nestin*^Cre/+^*Il12rb2*^fl/fl^ mice and their *Il12rb2*^fl/fl^ littermates (*n* = 4 per group) at disease onset (10 d.p.i.), where clinical symptoms and also CNS protein levels of IL-12 were comparable between the two genotypes (Fig. 3n,o).

After quality control, doublet exclusion and batch integration, snRNA-seq yielded a total of 133,151 single-nucleus transcriptomic profiles, among which 1,453 median genes per nucleus and 2,428 median unique molecular identifiers (UMIs) per nucleus were detected (Fig. 4 and Extended Data Fig. 4a,b). Community detection of the combined dataset yielded 21 clusters that were assigned to diverse neuronal, glial and other cell types on the basis of known lineage marker genes (Fig. 4a,b and Extended Data Fig. 4c). Among these clusters were 5 populations of neurons reflecting the cellular composition of the cerebellum^16^ and 5 additional neuronal clusters classified by neurotransmitter type. We also captured 6 clusters of glial cells corresponding to oligodendrocytes, astrocytes, microglia, oligodendrocyte precursor cells and Bergmann glia. Non-neural cells encompassed infiltrating mononuclear phagocytes, vascular and leptomeningeal cells, ependymal cells, choroid plexus epithelial cells and neuroblasts. Among all recovered nuclei, 85% were neurons, and 15% were glial cells (Fig. 4b), consistent with previous descriptions^16,17^. When comparing cluster abundance between the two genotypes, we noted an increased frequency of both resident and infiltrating mononuclear phagocytes in *Nestin*^Cre/+^*Il12rb2*^fl/fl^ mice (Fig. 4c).

**Fig. 4:**
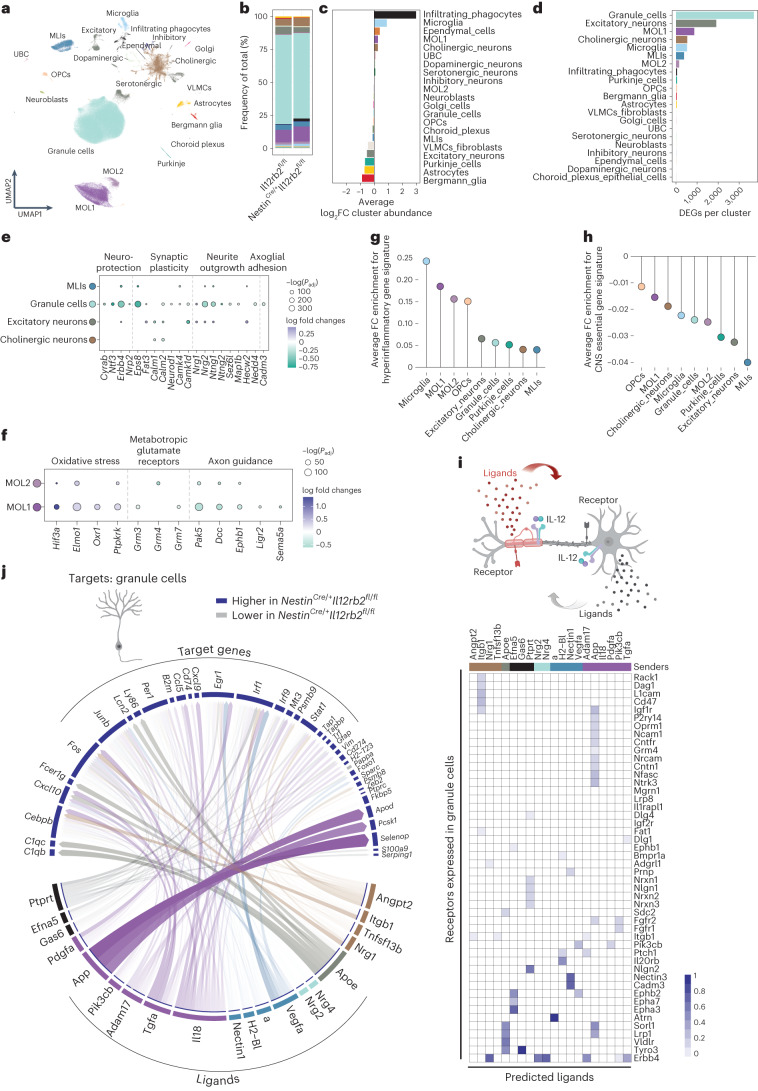
IL-12 signaling promotes neuronal survival, homeostasis and trophic support to oligodendrocytes in the inflamed murine CNS. Nuclei were isolated from pooled cerebellum, brainstem (dissected from one brain hemisphere) and cervical spinal cord from *Il12rb2*^fl/fl^ and *Nestin*^Cre/+^*Il12rb2*^fl/fl^ male mice (*n* = 4 per genotype) at the onset of EAE (10 d.p.i.). Nuclei were lysed, purified by FANS selecting for the Hoechst^+^ fraction and used for snRNA-seq. **a**, snRNA-seq clustering of 133,151 nuclei by cell type labeled on the basis of known lineage markers and visualized as a UMAP. Each dot corresponds to a single nucleus and each color to a cell-type cluster. **b**–**d**, Mean frequencies of cell clusters (**b**), average fold change of cluster abundance (**c**) and number of DEGs per cluster (**d**) between *Nestin*^Cre/+^*Il12rb2*^fl/fl^ and *Il12rb2*^fl/fl^ mice. **e**,**f**, Dot plots showing differential expression of hallmark genes across neurons and oligodendrocytes. Dot size indicates significance and color indicates log fold change between *Nestin*^Cre/+^*Il12rb2*^fl/fl^ and *Il12rb2*^fl/fl^ mice in the respective cell types. **g**,**h**, Average fold change of manually selected gene signatures for hyperinflammation and neuroprotection (Supplementary Table 2) between *Nestin*^Cre/+^*Il12rb2*^fl/fl^ and *Il12rb2*^fl/fl^ mice across cell types. **i**, Schematic of the receptor–ligand interaction analysis (NicheNet; created with BioRender.com). Senders were defined by their ability to sense IL-12 (expression of *Il12rb1* and/or *Il12rb2* transcripts) and the magnitude of their differential gene expression (cutoff > 35 DEGs). Both autocrine and paracrine ligand–receptor interactions were considered. **j**, Circos plots showing links between unique ligands from senders (ribbon color indicates subcluster of origin for each ligand; multiple sender cells are indicated by black ribbon) and predicted associated DEGs in granule cells. Transparency indicates interaction strength, and the ribbon thickness is proportional to the ligand’s regulatory potential. Heatmap (right) displaying potential receptors expressed in granule cells associated with each predicted ligand. Differential gene expression in **e**–**h** was tested using a two-sided Wilcoxon rank-sum test and applying a Benjamini–Hochberg correction and is presented in Supplementary Table 1. OPC, oligodendrocyte progenitor cell; VLMC, vascular and leptomeningeal cell. UBC, unipolar brush cells.

When we looked at the distribution of *Il12rb2* mRNA transcripts across the defined cell clusters, we found that it was most abundant in neuronal populations (Extended Data Fig. 4d), while *Il12rb1* transcripts were enriched within MOL subsets, confirming our initial observations. Next, we assessed how the transcriptional profile of the neuroectoderm differed in the presence or absence of IL-12 receptor signaling in EAE by interrogating differentially expressed genes (DEGs). This revealed pronounced transcriptional alterations particularly in granule cells, excitatory neurons, MOL1, cholinergic neurons, microglia, molecular layer interneurons (MLIs) and MOL2, suggesting a dominating action of IL-12 on these populations (Fig. 4d–f, Extended Data Fig. 4e and Supplementary Table 1).

The most abundant (and most affected) neuronal population—granule cells—showed reduced expression of genes involved in neuronal survival and neuroprotection (*Cryab*, *Ntf3*, *Erbb4*, *Nrp2*) in *Nestin*^Cre/+^*Il12rb2*^fl/fl^ mice (Fig. 4e, Extended Data Fig. 4e and Supplementary Table 1). Two examples are *Cryab*, an anti-apoptotic chaperone, which ameliorates EAE upon administration^18^ and AIM2 inflammasome signaling, which protects neurons from genotoxic stress and contributes to homeostatic CNS sculpting^19^ (Extended Data Fig. 4e). A similar pattern emerged in MLIs and cholinergic neurons (Fig. 4e and Extended Data Fig. 4e). In addition, we found that several genes implicated in synaptic plasticity (*Erbb4*, *Eps8*, *Fat3*, *Calm1*, *Calm2*, *Neurod1*, *Camk4* and *Camk1d*), neurite outgrowth/regeneration and guidance (*Nrg1*, *Nrg2*, *Ntng1*, *Ntng2*, *Sez6l*, *Map1b*, *Dab1*, *Hecw2* and *Nedd4l)*, as well as axoglial adhesion molecules required for proper targeting of myelin to axons (that is *Cadm3*)^20^ were expressed in neurons in an IL-12-dependent manner (Fig. 4e, Extended Data Fig. 4e and Supplementary Table 1). Together, these data implicate IL-12 signaling in promoting neuronal survival and homeostasis and antagonizing neuronal degeneration.

In addition to inducing neuroprotective features, IL-12 suppressed several genes linked to immune cell trafficking to the CNS, including *Ccl2*, *Ccl5*, *Ccl25*, *Cxcl9* and *Cxcl10* (Extended Data Fig. 4e and Supplementary Table 1) in granule cells. This could explain how neuroectodermal IL-12 signaling counteracts the recruitment of inflammatory infiltrates to the CNS.

Moreover, in MOL1 and MOL2 clusters, genes involved in cellular responses to oxidative cellular stress and programmed cell death (*Hif3a*, *Elmo1*, *Oxr1*, *Ptprk)* were suppressed by IL-12 (Fig. 4f, Extended Data Fig. 4e and Supplementary Table 1), while genes encoding metabotropic glutamate receptors (*Grm3*, *Grm4*, *Grm7*) and genes linked to axon guidance (*Pak5*, *Dcc*, *Ephb1*, *Lrig2*, *Sema5a*) were induced, indicating that IL-12 is required to maintain a physiological communication between MOLs and neuronal cells within the oligodendrocyte–axon unit.

Of note, an enrichment in genes involved in major histocompatibility complex (MHC) class I signaling (*B2m*, *H2-K1*, *H2-D1*, *H2-Q7*, *H2-T23*, *Tap1*, *Nlrc5)*, *Stat1* and the complement component *C4b*, which we refer to as the hyperinflammatory gene signature in *Nestin*^Cre/+^ *Il12rb2*^fl/fl^ mice, was observed across nearly all cell types (Fig. 4g and Extended Data Fig. 4e). These features were previously referred to as a disease-associated signature in oligodendroyctes^21^ and indicate how decreased neuroprotection in *Nestin*^Cre/+^*Il12rb2*^fl/fl^ mice may foster inflammation.

To test whether the neuroprotective features induced by IL-12 might be crucial for the tissue integrity of the neuroectoderm, we compared our signature to a publicly available dataset from a genome-wide in vivo knockdown screen^22^. Indeed, we noted a decreased CNS essential gene signature corresponding to genes that were found to be relevant for both short-term and long-term survival across oligodendrocytes and neurons in *Nestin*^Cre/+^*Il12rb2*^fl/fl^ mice (Fig. 4h and Supplementary Table 2). Notably, ablation of each of the CNS essential genes led to spontaneous neurodegeneration in mice^22^.

To evaluate whether the induction of a neuroprotective gene module and the concomitant suppression of hyperinflammatory features in the presence of IL-12 signaling could be validated across experimental mice, we next performed pseudo-bulk analysis in conjunction with DESeq2 differential expression analysis (Extended Data Fig. 5a,b and Supplementary Table 3). This approach has been reported to reduce false discovery rates (FDRs) and increase external validity in recent benchmarking studies^23^. We confirmed differential expression for 27 genes essential for neuronal survival (gene module: *Erbb4*, *Ntf3*, *Nectin3*, *Ntng2*, *Ptprt*) and function in granule cells and MLIs (Extended Data Fig. 5a), as well as 44 features validating the increased signature of inflammation (gene module: *C4b*, *Hif3a*, *Stat1*, *B2m*, *H2-K1*, *H2-D1*, *Cxcl10*) in *Nestin*^Cre/+^ *Il12rb2*^fl/fl^ mice across all clusters (Extended Data Fig. 5b).

Neurodegeneration and neuroinflammation can be caused by pathophysiological intercellular communication. To explore how IL-12 affects intercellular communication by IL-12R-expressing neurons and oligodendrocytes, we analyzed ligand–receptor interactions that are altered upon loss of IL-12 using the NicheNet algorithm^24^ (Fig. 4i,j and Extended Data Figs. 5c and 6a–e). We intentionally defined sender cells by their ability to sense and respond to IL-12 (that is, specific neuronal and oligodendrocyte subpopulations), while recipients included all cells captured by snRNA-seq (IL-12R expressing and not expressing). While DEG analysis can only predict direct IL-12-mediated transcriptional changes, this approach allowed us to decipher IL-12-induced, indirect changes. Two common patterns of intercellular communication shaped by IL-12 arose: neuron-intrinsic protection counteracting neurodegeneration and trophic factor release supporting cells of the neuroectoderm (Fig. 4i,j and Extended Data Figs. 5c and 6a–e).

Specifically, NicheNet revealed an IL-12-dependent upregulation of receptor–ligand interactions linked to neuronal survival and development, as well as axonal integrity and growth/regeneration, such as BDNF–NTRK2 (ref. ^25^), PIK3CB–FGFR1/2 and PTPRT–NLGN2 in excitatory neurons (Extended Data Fig. 5c). EFNB3–EPHA4, EFNB2–EPHB6 and EFNB3–EPHB6, which are essential cues for axon guidance, synapse formation and dendritic morphology emerged as dysregulated interactions in the absence of IL-12 (Extended Data Figs. 5c and 6b,e). We noted a similar neuroprotective signature emerging in granule cells, where IL-12 promoted intercellular communication conduits including NRG1–ERBB4, NRG2–ERBB4, EFNA5–EPHA7 and NRXN1–NLGN1, with the latter being implicated in the pathology of MS, neurodegenerative and neuropsychiatric disorders^26^ (Fig. 4j and Extended Data Fig. 6d,e). Additionally, critical pro-survival cues comprising FGF9–FGFR1/FGFR2, FGF10–FGFR1/FGFR2, NCAM1–FGFR1/FGFR2 in excitatory neurons (Extended Data Figs. 5c and 6b,e), as well as VEGFA–NRP2 engagement in granule cells were elicited in response to IL-12 (Extended Data Fig. 6d,e). Several of these top-ranked ligands themselves were DEGs, supporting their contribution to the IL-12-driven tissue-protective neuroimmune cross-talk (Extended Data Fig. 6b–d).

The most pronounced theme observed in the NicheNet analysis of MOL populations (that is, MOL1 and MOL2) was a dysregulated trophic factor environment in the absence of IL-12 receptor signaling (Extended Data Fig. 6a,c,e). Trophic signals shaping the neuron–oligodendrocyte cross-talk that were affected by IL-12 included ADAM17–ERBB4 and neuron-derived NECTIN–FGFR2/FGFR3, NRG2–ERBB3/ERBB4 and FGF10–FGFR2 (Extended Data Fig. 6a). Taken together, our data suggest IL-12 to be critically involved in neuroprotection and shaping the trophic factor milieu within the inflamed CNS. We observed that the dominant source of trophic factors were neurons (Fig. 4j and Extended Data Figs. 5c and 6a,e) highlighting their function as critical homeostatic gatekeepers. Conversely, dysregulation or loss of trophic factor release by neurons in the absence of IL-12 may further propagate the degeneration of neurons, oligodendrocytes and possibly other cell types.

### Neurons mediate IL-12-induced tissue protection in experimental autoimmune encephalomyelitis

To test whether IL-12 signaling in neurons alone was sufficient or whether oligodendrocytes are also needed to sense IL-12 to promote tissue integrity during inflammation, we crossed the *Il12rb2* conditional allele to the *Plp1*^*CreER*^ strain (Fig. 5a) that allowed for the depletion of *Il12rb2*, specifically in oligodendrocytes while sparing neurons (Fig. 5b,c and Extended Data Fig. 7a). In contrast to the *Nestin*^Cre/+^*Il12rb2*^fl/fl^ mice, which lacked *Il12rb2* expression in both populations, *Plp1*^CreER/+^*Il12rb2*^fl/fl^ transgenic mice did not display exacerbated clinical symptoms compared to littermate control mice (Fig. 5d,e and Extended Data Fig. 7b). These data solidify the notion that neurons are the main executors of the IL-12-driven neuroprotective tissue adaptation in EAE.

**Fig. 5:**
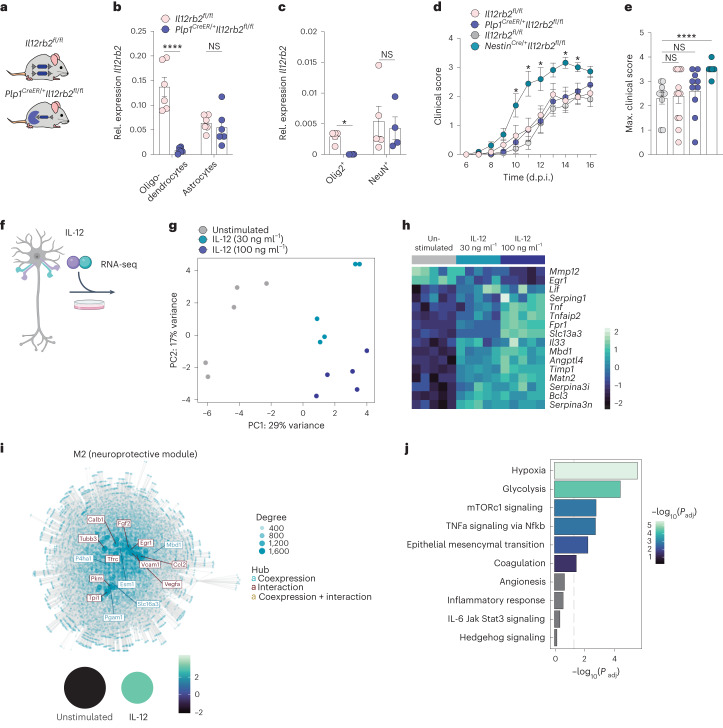
IL-12 engagement in neurons, but not in oligodendrocytes, elicits CNS tissue-protective features during neuroinflammation. **a**, Schematic of *Plp1*^CreER/+^*Il12rb2*^fl/fl^ and *Il12rb2*^fl/fl^ control mice. **b**, *Il12rb2* mRNA expression of CD45^−^CD11b^−^ACSA-2^−^CD140a^−^GalC^+^ oligodendrocytes and CD45^−^CD11b^−^ACSA-2^+^ astrocytes isolated by FACS from the CNS of *Plp1*^CreER/+^ *Il12rb2*^fl/fl^ (*n* = 6, m/f) and littermate controls (*n* = 6, m/f) at 16 d.p.i. Data show the mean ± s.e.m. (data are representative for one of two experiments; unpaired two-tailed *t*-test, ****P ≤ 0.0001; *P* = 0.5967, left to right). **c**, *Il12rb2* mRNA expression of Hoechst^+^Olig2^+^ oligodendrocyte nuclei and Hoechst^+^NeuN^+^ neuronal nuclei isolated by FANS from the CNS of *Plp1*^CreER/+^*Il12rb2*^fl/fl^ (*n* = 4, f) and littermates (*n* = 5; f) at late-stage EAE (16 d.p.i.). Data show the mean ± s.e.m. (data are representative for one of two experiments; two-tailed Mann–Whitney test*,* *P = 0.0159; *P* = 0.9048, left to right). **d**,**e**, Clinical disease course (**d**) and individual maximal EAE scores (**e**) of MOG emulsified in complete Freund’s adjuvant (CFA) induced EAE in *Plp1*^CreER/+^*Il12rb2*^fl/fl^ (*n* = 10; m/f), their littermate controls (*n* = 12, m/f; pink group treated with tamoxifen), *Nestin*^Cre/+^*Il12rb2*^fl/fl^ (*n* = 8, m/f) and littermate *Il12rb2*^fl/fl^ control mice (*n* = 10, m/f; gray group not treated with tamoxifen). Data were pooled from two independent experiments shown as the mean ± s.e.m. Mixed-effects model with Bonferroni post hoc test between *Plp1*^CreER/+^*Il12rb2*^fl/fl^ and *Nestin*^Cre/+^*Il12rb2*^fl/fl^ mice (*P = 0.044; *P = 0.0324; *P = 0.0462; *P = 0.0793; *P = 0.0193; *P = 0.0457; *P* = 0.3357, left to right) in **d** and unpaired two-tailed Mann–Whitney test (*P* = 0.632; *P* = 0.1927; ****P ≤ 0.0001; left to right) in **e**. **f**, Primary neuronal cultures were incubated with IL-12 (30 ng ml^−1^ and 100 ng ml^−1^) for 18 h and subjected to bulk RNAseq (*n* = 5 replicates per group). **g**, PCA of bulk RNAseq data shows a dose-dependent effect of IL-12 on neurons. **h**, Heatmap depicting DEGs (FDR < 0.05) between untreated and IL-12-treated neurons. **i**, Modular differential gene coexpression analysis. Shown is module activity across condition and global gene interaction network of module 2 (neuroprotective module) depicting the most connected genes (hubs). **j**, Overrepresentation analysis depicting the biological components of the neuroprotective module. Overrepresentation was tested using a hypergeometric test and applying a Benjamini–Hochberg correction; m, male; f, female. Source data

Our transcriptomic data, however, do not fully exclude the possibility that changes in the neuronal compartment are secondary to the different levels of inflammation observed between *Nestin*^Cre/+^*Il12rb2*^fl/fl^ and *Il12rb2*^fl/fl^ mice, despite displaying similar clinical scores at the onset of disease. Unfortunately, neuroprotective features cannot be tested at steady state due to the absence of MdC infiltration (and therefore IL-12) in the homeostatic CNS (Fig. 3l,m). To overcome these limitations and to solidify the findings of the snRNA-seq dataset, we performed bulk RNA-seq of primary murine neurons stimulated with recombinant IL-12 (Fig. 5f–j). 

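The cultures were dissociated cerebellar cells of C57BL/6 pups, stimulated at day 14 in vitro with recombinant murine IL-12p70, the active heterodimer of the cytokine, for 18 h. RNA of 5 unstimulated cultures, 5 cultures with 30 ng ml-1 and 5 cultures with 100 ng ml-1 was sequenced from stranded, poly(A)-selected libraries as single-end reads. The methods describe reads aligned with STAR and counted per gene with FeatureCounts. The deposited values used here are estimated counts per transcript, given with the length, the effective length and the TPM of each transcript. The program that made these estimates, and whether it used the strand of the reads, are not named in the paper's text. The estimated counts of 121798 transcripts were summed to 35142 genes of GRCm39 with GENCODE release M39 and rounded to whole numbers. Of the transcripts, 99.0% were found in that annotation, and the others held between 0.677% and 0.712% of the reads of a culture. Between 25746096 and 38435850 reads per culture were assigned, with a median of 28140140 in unstimulated cultures, 28825761 at 30 ng ml-1 and 31089338 at 100 ng ml-1. Libraries were scaled with edgeR's TMM factors, which lay between 0.981 and 1.020. The 15360 genes with at least 1 CPM in at least 2 cultures were tested with edgeR's quasi-likelihood test in 1 fit of all 3 groups, with Benjamini-Hochberg adjustment over these genes (FDR). The biological coefficient of variation between replicate cultures was 8%. In simulated counts with the depth and spread of these cultures, 99% of the genes changed by 1 on the log2 scale and 70% of those changed by 0.5 were called at an FDR under 0.05. Of 177 calls, 8 fell on unchanged genes. The values are those of whole cultures, which held RNA of several cell types: in unstimulated cultures, the median level of 15 microglia markers was 506 TPM, that of 11 astrocyte markers 149 TPM, that of 12 oligodendrocyte-lineage markers 108 TPM and that of 15 cerebellar neuron markers 10.6 TPM.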

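The 500 genes with the largest variance after DESeq2's variance-stabilizing transformation were used to place the cultures along principal components, of which PC1 carried 27.9% of the variance and PC2 17%. Scores on PC1 were -4.32 ± 1.47 (SD, n = 5 cultures) in unstimulated cultures, 2.01 ± 1.26 (SD, n = 5) at 30 ng ml-1 and 2.31 ± 1.19 (SD, n = 5) at 100 ng ml-1. Both concentrations were apart from unstimulated cultures on PC1, by 6.63 at 100 ng ml-1 and 6.34 at 30 ng ml-1 (two-sided exact permutation tests, p = 0.00794 for each, the smallest p that 5 cultures against 5 allow, and 0.0159 after Benjamini-Hochberg adjustment over 6 comparisons). The difference of 0.30 between the concentrations on PC1 was within the spread of the replicates (exact permutation test, p = 0.762). On PC2, scores were -0.70 ± 2.49 (SD, n = 5) in unstimulated cultures, -1.80 ± 2.01 (SD, n = 5) at 30 ng ml-1 and 2.50 ± 1.37 (SD, n = 5) at 100 ng ml-1. The cultures with 100 ng ml-1 lay above those with 30 ng ml-1 on PC2 by 4.29 (exact permutation test, p = 0.00794, adjusted p = 0.0159). Compared with unstimulated cultures, the PC2 difference was 3.19 at 100 ng ml-1 (exact p = 0.0635, adjusted p = 0.0952) and -1.10 at 30 ng ml-1 (exact p = 0.476, adjusted p = 0.571). Log2 CPM values in place of the transformed counts moved these scores most: both concentrations were then apart from unstimulated cultures on PC2, by 14.53 and 10.52 (exact p = 0.00794 for each), and not on PC1, where the differences were 1.37 (exact p = 0.802) and 1.29 (exact p = 0.794). On that PC2, the cultures with 100 ng ml-1 lay further from unstimulated cultures than those with 30 ng ml-1, by 4.01 (exact p = 0.0476). With the 2000 most variable genes, the PC2 difference at 100 ng ml-1 was 5.09 (exact p = 0.0476), and with all genes it was -0.006. Between the concentrations, the PC2 difference was 5.75 with 2000 genes (exact p = 0.0238) and 6.83 with all genes (exact p = 0.0635). The PC1 difference between the concentrations was -1.16 with the 2000 most variable genes (exact p = 0.437) and ranged from -0.47 to 2.09 when each culture was left out in turn. It passed the exact test without unstimulated replicate 3 (2.09, exact p = 0.00794) and in 3 other such fits. The PC2 difference did not pass without replicate 1 at 30 ng ml-1 (3.16, exact p = 0.103) or without replicate 5 (3.14, exact p = 0.111). Compared gene by gene, 89 genes differed between the concentrations at an FDR under 0.05, 77 of them higher at 100 ng ml-1 and 12 lower. Without replicate 5 at 30 ng ml-1 the number was 38, and without replicate 2 at 100 ng ml-1 it was 147. Of these, 94.7% and 60.5% were higher at 100 ng ml-1, against 86.5% with all cultures. Among the genes changed in the mean of both concentrations, 53.06% changed further at 100 ng ml-1 than at 30 ng ml-1. Leaving out each culture gave 46.01% to 64.86%. In simulated counts, the share was 98.24% where the change at 30 ng ml-1 was set to 0.5 of that at 100 ng ml-1, and 47.34% where both changes were equal. The simulated changes at 100 ng ml-1 were 0.5 or 1 on the log2 scale, and each gene varied independently. In the cultures, the median size among the genes changed in the mean of both concentrations was 0.25. The simulation therefore does not decide what 53.06% means for the dose. The possible splits of the 10 stimulated cultures into groups of 5 do not decide on this share. It was matched or passed in 101 of them (p = 0.802 by exact enumeration), but in the simulation with 98.24% it was in 8 of them, too many for a p under 0.05.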

Principal component analysis (PCA) revealed a dose-dependent response to IL-12 in the neuronal transcriptome (Fig. 5g). We identified 1,878 significantly DEGs (*P* ≤ 0.01, log ratio ≥ 0.5; Supplementary Table 4); several of the upregulated genes (1,091 in total) have been linked to promoting neurogenesis (*Fpr1*, *Mbd1*), neuroprotection (*Timp1*, *Angptl4*) and enhancing remyelination (*Timp1*, *Matn2*; Fig. 5h). 

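At an FDR under 0.05, 1500 genes changed at 100 ng ml-1 compared with unstimulated cultures, of which 896 rose and 604 fell, and 1209 changed at 30 ng ml-1, of which 639 rose and 570 fell. The median size of the log2 fold change among these genes was 0.29 at 100 ng ml-1 and 0.31 at 30 ng ml-1. Both comparisons called 632 genes. Of the genes called at 100 ng ml-1, 96.1% changed in the same direction at 30 ng ml-1. Both comparisons share the unstimulated cultures, and in simulated groups without any change this share was 86.47% for the 1500 genes ranked highest. In the mean of both concentrations against unstimulated cultures, 1832 genes changed, 1030 up and 802 down. At an unadjusted p of at most 0.01 and a log2 fold change of at least 0.5 in either direction, 235 genes changed in the mean of both concentrations (115 up), 308 at 100 ng ml-1 (181 up) and 243 at 30 ng ml-1 (87 up). The choice that moved this number most was the fold threshold: without it, a setting chosen after seeing the data, 2254 genes (1256 up) had an unadjusted p of at most 0.01. A single culture moved the number at 100 ng ml-1: without replicate 2 at this concentration 2932 genes had an FDR under 0.05, and without unstimulated replicate 5 the number was 940. Of these, 51.8% and 63.5% rose, against 59.7% with all cultures. In 5 of 25 alternative settings, fewer genes were called at 100 than at 30 ng ml-1, among them 946 against 1536 with only the groups compared in the fit. The formyl peptide receptor gene *Fpr1* (ENSMUSG00000045551, chromosome 17 of GRCm39, 18096733 to 18104202) was at 0.885 ± 0.0779 CPM (SD, n = 5) in unstimulated cultures, 1.68 ± 0.235 CPM (SD, n = 5) at 30 ng ml-1 and 5.38 ± 0.874 CPM (SD, n = 5) at 100 ng ml-1. Its log2 fold change was 2.59 at 100 ng ml-1 (standard error 0.14, FDR = 2.74e-09) and 0.91 at 30 ng ml-1 (standard error 0.15, FDR = 0.00168), and between 23 and 179 reads per culture stood behind these values. *Mbd1* (ENSMUSG00000024561, chromosome 18, 74400676 to 74415803), which encodes a methyl-CpG-binding protein, rose from 181.7 ± 3.13 CPM (SD, n = 5) to 225.8 ± 12.4 CPM (SD, n = 5) at 30 ng ml-1 and 241.1 ± 11.1 CPM (SD, n = 5) at 100 ng ml-1. The log2 fold changes were 0.31 (standard error 0.04, FDR = 0.000479) and 0.41 (standard error 0.04, FDR = 1.6e-05). The metalloproteinase inhibitor gene *Timp1* (ENSMUSG00000001131, chromosome X, 20736316 to 20740976) overlaps the neuronal gene *Syn1* on the opposite strand. Its level was 18.8 ± 1.13 CPM (SD, n = 5) without IL-12, 30.15 ± 2.15 CPM (SD, n = 5) at 30 ng ml-1 and 37.5 ± 4.39 CPM (SD, n = 5) at 100 ng ml-1, with log2 fold changes of 0.68 (FDR = 6.39e-05) and 1.00 (FDR = 1.56e-07) and a standard error of 0.07 for each. *Angptl4* (ENSMUSG00000002289, chromosome 17, 33992724 to 34000804), encoding a secreted angiopoietin-like protein, went from 1.88 ± 0.301 CPM (SD, n = 5) to 3.97 ± 0.574 CPM (SD, n = 5) and 4.98 ± 1.03 CPM (SD, n = 5). This gave log2 fold changes of 1.07 at 30 ng ml-1 (standard error 0.16, FDR = 0.000664) and 1.40 at 100 ng ml-1 (standard error 0.15, FDR = 2.55e-05). The matrix protein gene *Matn2* (ENSMUSG00000022324, chromosome 15, 34306614 to 34437573) was at 211.3 ± 16.4 CPM (SD, n = 5) in unstimulated cultures, 269.7 ± 5.55 CPM (SD, n = 5) at 30 ng ml-1 and 299.1 ± 10.8 CPM (SD, n = 5) at 100 ng ml-1, a log2 fold change of 0.35 (FDR = 0.000479) and then 0.50 (FDR = 4.77e-06), with a standard error of 0.05 for each. For these 5 genes, every stimulated culture was above every unstimulated culture. Of the 16 genes labelled in Fig. 5h, 14 had an FDR under 0.05 at 100 ng ml-1 (13 up, 1 down), 12 at 30 ng ml-1 (12 up) and 15 in the mean of both concentrations. Adjusted over the list alone, these numbers were 16, 14 and 16, which is not independent evidence because the genes were picked from these cultures. Across 25 alternative settings of the analysis, the fold change of each of these 16 genes kept its direction at both concentrations. Between the concentrations, 4 of the 16 differed at an FDR under 0.05: *Fpr1*, *Slc13a3*, *Tnfaip2* and *Tnf*, each higher at 100 ng ml-1.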

IL-12 suppressed the expression of *Mmp12*, whose inhibition in neurons attenuates axonal pathology and degeneration^27^ and induced the expression of *Serpina3n*, encoding a granzyme B inhibitor, which prevents direct neuronal killing by T cells and NK cells and induces neuroprotection in EAE^28^ (Fig. 5h). 

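*Mmp12* (ENSMUSG00000049723, chromosome 9, 7344381 to 7369499), which encodes a macrophage metalloelastase and overlaps *Mmp1b* on the opposite strand, was at 18.1 ± 5.53 CPM (SD, n = 5) in unstimulated cultures. Its level was 11.3 ± 3.82 CPM (SD, n = 5) at 30 ng ml-1 and 7.53 ± 1.45 CPM (SD, n = 5) at 100 ng ml-1, with 169 to 933 reads per culture. The log2 fold change at 100 ng ml-1 was -1.27 (standard error 0.22, FDR = 0.0018 from edgeR's quasi-likelihood test), and every culture at this concentration was below every unstimulated culture. The log2 fold change at 30 ng ml-1 was -0.68 (standard error 0.22, FDR = 0.0642). This FDR lay between 0.00932 and 0.16 over 25 alternative settings of the analysis and was under 0.05 in 5 of them, which included the fits without unstimulated replicate 4 (0.0194) and without replicate 1 at 30 ng ml-1 (0.0181). The difference between the concentrations did not pass the test (log2 fold change -0.59, standard error 0.23, FDR = 0.291). *Serpina3n* (ENSMUSG00000021091, chromosome 12, 104372810 to 104380597) belongs to a cluster of similar genes, between which an estimate per transcript can split reads. It was at 361 ± 43.8 CPM (SD, n = 5) without IL-12, 599 ± 46.9 CPM (SD, n = 5) at 30 ng ml-1 and 545 ± 26.6 CPM (SD, n = 5) at 100 ng ml-1. Its log2 fold changes were 0.73 at 30 ng ml-1 (FDR = 2.67e-05) and 0.59 at 100 ng ml-1 (FDR = 8.6e-05), with a standard error of 0.07 for each. Every stimulated culture exceeded every unstimulated one, and the concentrations did not differ from each other (log2 fold change -0.14, FDR = 0.452). The neighboring *Serpina3i*, also labelled in Fig. 5h, was much less abundant, with 14 to 76 reads per culture, and had log2 fold changes of 1.26 at 100 ng ml-1 (standard error 0.24, FDR = 0.00328) and 1.03 at 30 ng ml-1 (standard error 0.24, FDR = 0.0157).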

Strikingly, IL-12 triggered the neuronal secretion of trophic factors for oligodendrocytes including those encoded by *Lif and Il33* (Fig. 5h), confirming our in vivo findings. 

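The libraries measured the RNA of *Lif* and *Il33* and not secreted protein. *Lif* (ENSMUSG00000034394, chromosome 11, 4207557 to 4222514) was at 16.4 ± 1.96 CPM (SD, n = 5) in unstimulated cultures, 22.5 ± 3.81 CPM (SD, n = 5) at 30 ng ml-1 and 21.2 ± 3.38 CPM (SD, n = 5) at 100 ng ml-1. Its log2 fold change at 30 ng ml-1 was 0.46 (standard error 0.12, FDR = 0.0251 from edgeR's quasi-likelihood test). Its FDR rose above 0.05 without unstimulated replicate 1 (0.0654) or 5 (0.056) and without replicate 4 (0.0684) or 5 (0.0718) at 30 ng ml-1. At 100 ng ml-1 the log2 fold change of 0.37 (standard error 0.12) had an FDR of 0.0563, which lay between 0.0267 and 0.152 over 25 settings. The higher end came from leaving out replicate 3, whose 27.05 CPM stood above the 18.74 to 20.87 CPM of the others at this concentration, and the log2 fold change was then 0.27. The FDR was under 0.05 with DESeq2 (0.0296), with edgeR's likelihood-ratio test (0.0267), without a filter on low counts (0.0481) and after removing a trend with GC content (0.0479). It was also under 0.05 without unstimulated replicate 3 (0.0494), without replicate 4 at 30 ng ml-1 (0.0435) and without replicate 2 at 100 ng ml-1 (0.0305). In the mean of both concentrations, the log2 fold change of *Lif* was 0.41 (standard error 0.10, FDR = 0.0158). *Il33* (ENSMUSG00000024810, chromosome 19, 29902483 to 29938933) was at 27.1 ± 1.62 CPM (SD, n = 5), 32.2 ± 3.15 CPM (SD, n = 5) and 34.2 ± 3.41 CPM (SD, n = 5) in unstimulated cultures, at 30 ng ml-1 and at 100 ng ml-1. Its log2 fold change was 0.33 at 100 ng ml-1 (standard error 0.07, FDR = 0.00876), where the FDR stayed between 0.000401 and 0.0254 over the 25 settings. For 30 ng ml-1 it was 0.25 (standard error 0.07, FDR = 0.0472), and in 14 of the 25 settings, 12 of which each left out 1 culture, this FDR was above 0.05, up to 0.124 without unstimulated replicate 3. Neither gene differed between the concentrations (log2 fold change -0.08, FDR = 0.814 for *Lif* and 0.09, FDR = 0.668 for *Il33*).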

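Coexpression was described here with Ward clustering and not with CEMiTool, which was not used here, so that the groups of genes are not the paper's modules. The 3840 genes that form the most variable 25% of those tested were divided into 10 groups by their variance-stabilized values, standardized over the 15 cultures. The mean of each group was compared between the 10 stimulated and the 5 unstimulated cultures by a two-sided exact permutation test with Benjamini-Hochberg adjustment over the groups. An adjusted p under 0.05 was reached by 4 groups, which held 44.2% of the genes. A group of 610 genes rose by 1.28 SD units with IL-12 (exact p = 0.000333, adjusted p = 0.00333), from -0.85 ± 0.21 (SD, n = 5) to 0.37 ± 0.24 (SD, n = 5) at 30 ng ml-1 and 0.49 ± 0.52 (SD, n = 5) at 100 ng ml-1. It held *Lif*, *Mbd1*, *Timp1*, *Angptl4*, *Matn2* and *Serpina3n*. Another group, of 523 genes, fell by 0.97 SD units (exact p = 0.000666, adjusted p = 0.00333), from 0.65 ± 0.34 (SD, n = 5) to -0.42 ± 0.31 (SD, n = 5) and -0.23 ± 0.51 (SD, n = 5). It held 14 of 24 hypoxia-inducible genes and 9 of 15 cerebellar neuron markers. A further 292 genes, among them *Mmp12*, fell by 0.91 (exact p = 0.00932, adjusted p = 0.0308), and 272 genes, with *Il33*, rose by 0.90 (exact p = 0.0123, adjusted p = 0.0308). A group of 498 genes, with 13 of 15 microglia markers, fell by 1.03 without passing the threshold (exact p = 0.0253, adjusted p = 0.0506). The groups that rose held 23% of the genes. Division into 5 or 20 groups gave 64.3% and 32.9% of the genes in groups past the threshold. Average linkage gave 25.4%, and average linkage on 1 - |r|, which ignores the sign of a correlation and was added after the data had been seen, put 3467 of the genes into a single group and gave 0%. With 1 culture left out at a time, the share ranged from 26.4% without unstimulated replicate 5 to 56.1% without replicate 2 at 100 ng ml-1.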

Modular gene coexpression network analysis revealed ten groups of genes (modules) whose expression was jointly altered by IL-12 (Fig. 5i). 

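Fig. 5i labels 15 genes as hubs of the module M2, and all of them were tested. In the mean of both concentrations, 6 rose (*Mbd1*, *Fgf2*, *Tubb3*, *Vcam1*, *Ccl2* and *Esm1*) and 9 fell (*Egr1*, *Calb1*, *P4ha1*, *Tfrc*, *Vegfa*, *Pkm*, *Tpi1*, *Slc16a3* and *Pgam1*), each in the same direction at both concentrations and under the 25 settings at 100 ng ml-1. At an FDR under 0.05 from edgeR's quasi-likelihood test, 13 changed at 100 ng ml-1 (5 up, 8 down) and 14 at 30 ng ml-1 (6 up, 8 down). Adjusted over the list alone the numbers were 15 and 14, again for genes that were picked from these cultures. None of the 15 differed between the concentrations at an FDR under 0.05, and 1 (*Mbd1*) had an unadjusted p under 0.05. *Slc16a3* (ENSMUSG00000025161, chromosome 11, 120838846 to 120851694), a monocarboxylate transporter gene that overlaps *Csnk1d* and *Ccdc57* on the opposite strand, went from 62.5 ± 6.50 CPM (SD, n = 5) to 20.5 ± 6.12 CPM (SD, n = 5) at 30 ng ml-1 and 21.7 ± 2.88 CPM (SD, n = 5) at 100 ng ml-1. Its log2 fold changes were -1.61 (standard error 0.15, FDR = 1.91e-05) and -1.52 (standard error 0.15, FDR = 6.13e-06). *Tpi1* (ENSMUSG00000023456, chromosome 6, 124787549 to 124791273), a glycolytic enzyme gene whose reads can be shared with processed pseudogenes, fell from 399.4 ± 27.5 CPM (SD, n = 5) to 266.6 ± 38.6 CPM (SD, n = 5) and 260.4 ± 19.9 CPM (SD, n = 5). The log2 fold changes were -0.58 (standard error 0.08, FDR = 0.000509) and -0.62 (standard error 0.08, FDR = 0.000168). *Vegfa* (ENSMUSG00000023951, chromosome 17, 46327919 to 46343309) was at 38.6 ± 5.19 CPM (SD, n = 5) in unstimulated cultures, 30.1 ± 5.41 CPM (SD, n = 5) at 30 ng ml-1 and 26.1 ± 1.91 CPM (SD, n = 5) at 100 ng ml-1. Its log2 fold change was -0.57 at 100 ng ml-1 (standard error 0.11, FDR = 0.0028) and -0.36 at 30 ng ml-1 (standard error 0.11, FDR = 0.0431). For the latter, 11 of the 25 settings gave an FDR above 0.05, the highest 0.161 with a correction for transcript length. *Egr1* (ENSMUSG00000038418, chromosome 18, 34992876 to 34998049) was at 5.78 ± 1.10 CPM (SD, n = 5), 4.80 ± 1.18 CPM (SD, n = 5) and 3.85 ± 1.07 CPM (SD, n = 5). The fall at 100 ng ml-1 (log2 fold change -0.60, standard error 0.19, FDR = 0.0566) was past the threshold in 5 of the 25 settings, with an FDR of 0.00778 without replicate 2 at this concentration, the only 1 of the 5 cultures above 3.63 CPM. The growth factor gene *Fgf2* (ENSMUSG00000037225, chromosome 3, 37402473 to 37464257), overlapped by *Nudt6* and *Fgf2os* on the opposite strand, was at 68.8 ± 6.69 CPM (SD, n = 5) without IL-12. It was at 90.4 ± 7.01 CPM (SD, n = 5) at 30 ng ml-1 (log2 fold change 0.39, standard error 0.08, FDR = 0.00743, but 0.128 with the correction for length) and 81.3 ± 10.1 CPM (SD, n = 5) at 100 ng ml-1 (log2 fold change 0.24, standard error 0.08, FDR = 0.0725). At 100 ng ml-1 its FDR was 0.0423 with the likelihood-ratio test and 0.00977 after removing a trend with GC content. These were the only 2 of the 25 settings under 0.05, and the highest FDR was 0.425. Among the other hubs that rose, the log2 fold changes at 100 ng ml-1 were 0.94 for *Ccl2* (FDR = 0.00104), 0.46 for *Vcam1* (FDR = 0.000508), 0.43 for *Tubb3* (FDR = 0.00272) and 1.03 for *Esm1* (FDR = 1.8e-06). Over the 15 cultures, 80 of the 105 pairs of hubs were correlated more strongly than 95% of random pairs of the genes clustered, and 53.8% of these correlations were negative. The sign of each of the 80 followed the directions of the pair with IL-12. After the means of the groups were removed, the median size of the correlation between hubs was 0.28.

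**Figure D1:**
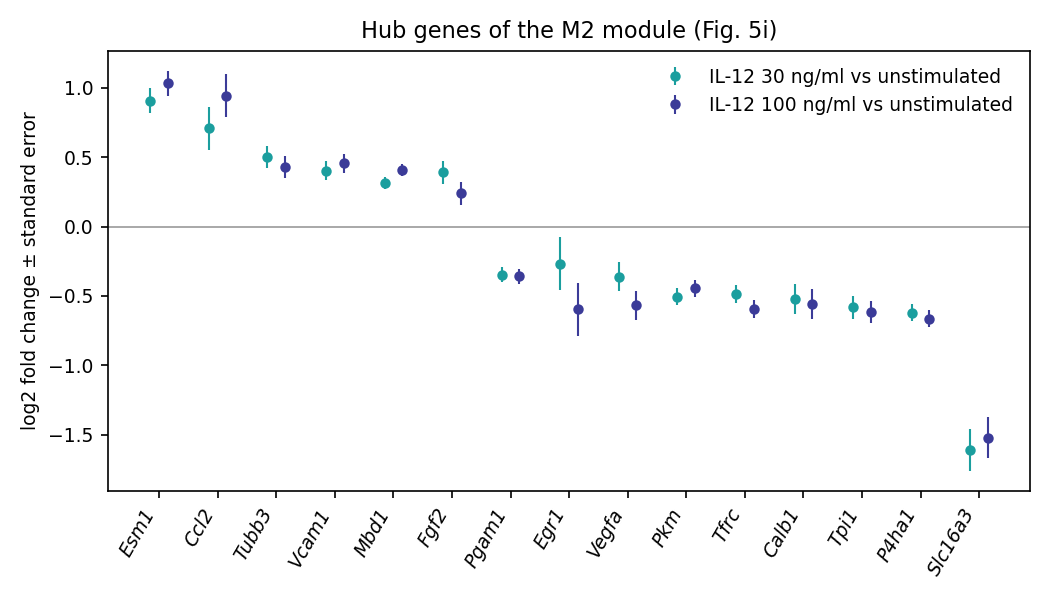
Log2 fold change (vertical axis) of the 15 hubs labelled in Fig. 5i at 30 and 100 ng ml-1 against unstimulated cultures (n = 5 cultures per group). Bars are standard errors derived from the F statistic of edgeR's quasi-likelihood test. The 6 hubs that rose lie above 0 and the 9 that fell lie below it, down to -1.61 for *Slc16a3* at 30 ng ml-1.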

One of the predicted modules (M2 or neuroprotective module), which was induced by IL-12, harbored gene hubs (that is, genes strongly coexpressed and/or interacting with other genes or both) linked to neurogenesis and neuroprotection (*Fgf2*, *Vegfa*, *Egr1*), axonal regeneration (*Tubb3*), oligodendrocyte precursor cell mobilization (*Ccl2*), endogenous myelin repair (*Vcam1, Fgf2*) and neuronal metabolism (glycolysis (*Tpi1*), copper ion transport (*Slc16a3*); Fig. 5i). Furthermore, IL-12 directly triggered pathways known to exert pro-survival effects in CNS pathology; for instance, hypoxia^29^ and the mTORc1 (ref. ^30^) signaling pathway (Fig. 5j). 

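The hallmark collection of MSigDB was not used here, and lists of genes written in advance took its place. The 24 hypoxia-inducible genes had a median log2 fold change of -0.30 at 100 ng ml-1, ranging from -2.93 for *Ankrd37* to 0.15 for *Adm*, with 21 of the 24 lower than in unstimulated cultures and 15 of them past an FDR of 0.05. With 30 ng ml-1 the median was -0.36, with 21 lower and 17 past the threshold. The list fell at 100 ng ml-1 by limma's camera test with a preset correlation of 0.01 (p = 1.35e-29 after Benjamini-Hochberg adjustment over 18 lists), by fry (adjusted p = 1.15e-05) and by camera with an estimated correlation (adjusted p = 0.00332). Averaged over the list, the log2 CPM of a culture relative to the mean of all cultures was 0.31 ± 0.08 (SD, n = 5) in unstimulated cultures, -0.12 ± 0.12 (SD, n = 5) at 30 ng ml-1 and -0.19 ± 0.03 (SD, n = 5) at 100 ng ml-1. The 5 stimulated cultures of either concentration were below all unstimulated cultures (two-sided exact permutation test, p = 0.00794 for each, adjusted p = 0.0204 at 100 ng ml-1 and 0.0357 at 30 ng ml-1). Without the 3 genes that the paper names as hubs, the median of the remaining 21 was -0.25 (camera adjusted p = 1.59e-21). The 16 glycolytic enzyme genes had a median of -0.28, with 13 lower and 9 of them past the threshold, and 3 higher, 2 of them past the threshold (camera adjusted p = 1.55e-09, fry adjusted p = 0.00325, 0.132 with an estimated correlation). The 20 mTORC1-responsive metabolic genes had a median of 0.03 at 100 ng ml-1, with 13 higher and 7 lower, 4 of those higher past the threshold (camera adjusted p = 0.0851, fry adjusted p = 0.0689). Averaged over this list, the relative log2 CPM was -0.045 ± 0.015 (SD, n = 5) in unstimulated cultures, 0.024 ± 0.060 (SD, n = 5) at 30 ng ml-1 and 0.021 ± 0.025 (SD, n = 5) at 100 ng ml-1. All cultures with 100 ng ml-1 were above all unstimulated ones (exact p = 0.00794, adjusted p = 0.0204 over 18 lists), and at 30 ng ml-1 the exact p was 0.0317 (adjusted p = 0.0634). With 30 ng ml-1 their median was 0.06, with 14 higher and 6 lower (camera adjusted p = 0.0276, fry adjusted p = 0.0374, 0.325 with an estimated correlation). Of 100 splits of these and the unstimulated cultures into groups of 5, 31 gave a camera p as small. A median as far from 0 arose in 9 of the 100. The largest rise in this list at 100 ng ml-1 was that of *Slc7a11* (log2 fold change 0.38, standard error 0.12, FDR = 0.047), and *G6pdx* rose by 0.32 (standard error 0.04, FDR = 0.000187). For the mTORC1-responsive genes at 100 ng ml-1, the camera adjusted p ranged from 0.046 without unstimulated replicate 3 to 0.146 without replicate 4 at 100 ng ml-1, was 0.0473 without replicate 1 at 100 ng ml-1 and was 0.0493 after removing a trend with GC content. From the overrepresentation of gene sets in the module M2 (Fig. 5j), the paper states that IL-12 set off the hypoxia and mTORC1 pathways, to which it ascribes pro-survival effects in CNS pathology. The mTORC1-responsive list tested here holds 0 of the genes labelled in Fig. 5h and 5i, so it does not test that overrepresentation.

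**Figure D2:**
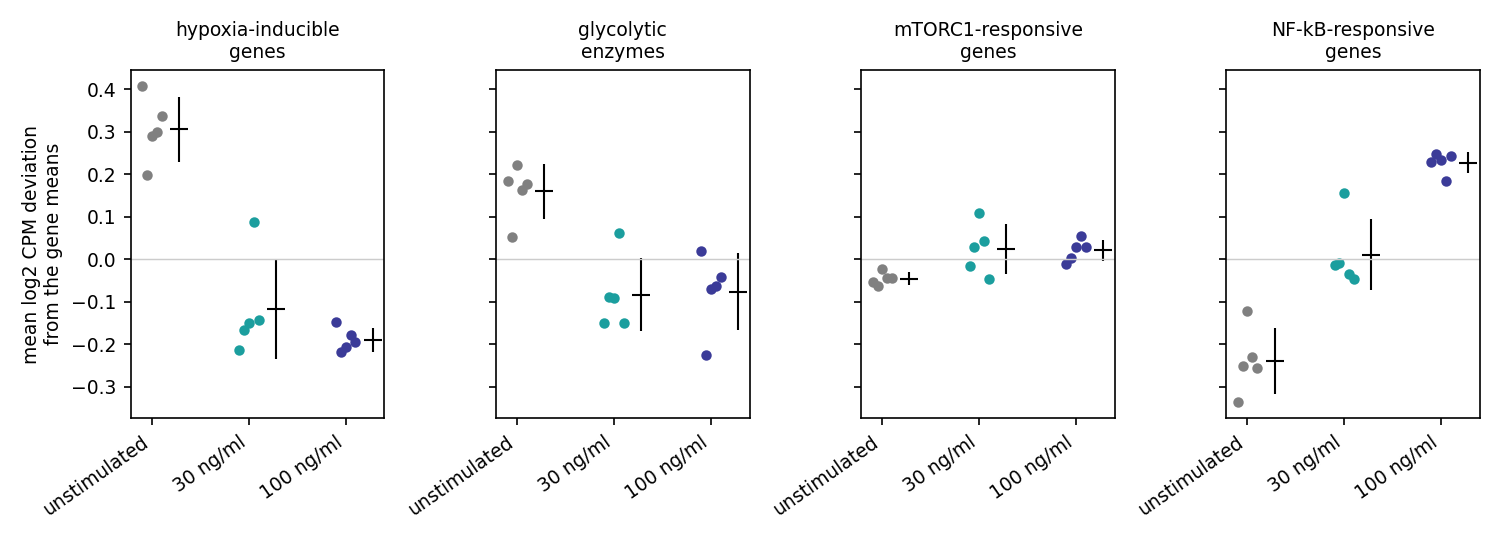
Log2 CPM of each culture relative to the mean of all 15 cultures, averaged over the genes of a list, for hypoxia-inducible genes, glycolytic enzymes, mTORC1-responsive genes and NF-kB-responsive genes (n = 5 cultures per group, 1 dot per culture, with mean and SD beside the dots). The hypoxia-inducible genes go from 0.31 in unstimulated cultures to -0.19 at 100 ng ml-1, and the NF-kB-responsive genes from -0.24 to 0.23.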

We performed qPCR for selected genes in neuronal cultures from *Il12rb2*^fl/fl^ versus *Il12rb2*^del/del^ mice (Extended Data Fig. 7c,d) and confirmed that elements of the M2 neuroprotective (that is, *Fgf2*, *Vegfa*) module depended on *Il12rb2* expression in neurons (Extended Data Fig. 7e). Collectively, these results demonstrated a direct neuroprotective and neurotrophic effect of IL-12 in neurons.

## Discussion

The discovery of IL-12 coincided with understanding its powerful effects on NK cells and, only later, T cells as well^31^. IL-12 is firmly linked with type 1 immunity^32^ and is widely held as a major driver of inflammation. However, more than a decade later it became clear that IL-23, which shares the p40 subunit with IL-12, is the pivotal factor for the induction of autoimmune tissue pathologies, including neuroinflammation. IL-23 is required for the formation and maintenance of encephalitogenicity in T_H_ cells^33^.

The observation that IL-12-deficient mice develop stronger tissue inflammation across multiple preclinical models of chronic inflammatory diseases (as reviewed in ref. ^34^) has represented somewhat of a paradox. Cytokines, however, are pleiotropic and specific cytokine receptors are often expressed across different cell types. Cytokine networks involve not only immune cells, but also various cellular entities outside the hematopoietic compartment^35^. A prime example is psoriasiform skin inflammation where IL-12 triggers tissue protection via epithelial cells^9^. Equally, Murphy et al.^36^ demonstrated that germline mutants specifically lacking IL-23 (*Il23a*^−/−^ mice) were completely resistant to joint autoimmune inflammation, whereas the selective absence of IL-12 (*Il12a*^−/−^ mice) led to hyperinflammation and exacerbated bone pathology. In vivo administration of IL-12 in a model of systemic sclerosis alleviated disease pathology, implying immunoregulatory actions on IL-12-responsive fibroblasts^37^. Therefore, one could speculate that the spectrum of IL-12’s actions outside the hematopoietic compartment extends far beyond what we currently know.

Here, we identified two CNS-endogenous neuroectodermal IL-12 sensors: neurons and oligodendrocytes. Whereas conditional deletion of *Il12rb2* in immune cells was dispensable for IL-12-mediated tissue protection, the loss of IL-12 sensing in neuroectodermal cells, and more specifically, in neurons, led to hyperinflammation during EAE, phenocopying the *Il12rb2* germline mutation that has been reported before^5^. The tissue pathology of *Nestin*^Cre/+^*Il12rb2*^fl/fl^ mice was characterized by severe CNS tissue damage coupled with markedly increased inflammatory infiltrates, which might be a consequence of increased tissue damage^38^. Alternatively, IL-12 might directly interfere with leukocyte attraction through neurons as we for instance detected increased *Ccl2* expression in neurons of *Nestin*^Cre/+^*Il12rb2*^fl/fl^ mice. In fact, the concept of the neuroectoderm as an active immunomodulator, rather than passive bystander of inflammation, has emerged in diverse forms of T cell-mediated autoimmune brain pathologies^39,40^. Neurons, in particular, can influence CNS immune responses in both protective^41^ and detrimental^42^ ways. In addition to regulating immune responses, neurons have been demonstrated to be key players in counteracting CNS tissue damage via trophic factor release in the context of diverse brain ailments^43^. We found that IL-12 induced transcriptional adaptation of the neuroectoderm and specifically instructed neuroprotective cues and trophic factor support by neuronal cell populations within the inflamed CNS (Extended Data Fig. 8). Members of the fibroblast growth factor (FGF) family, for instance, were consistently upregulated by IL-12 and have been suggested to stimulate remyelination and enhance neurogenesis^44^ among its broad repertoire of CNS-protective functions^45^.

The loss of IL-12, was accompanied by a global hyperinflammatory transcriptomic signature in both neurons and oligodendrocytes, including genes linked to antigen presentation (for example, *B2m*) and type 1 signature (for example, *Stat1*) indicating pathogenic processes that further potentiate inflammation^39^. Neuronal MHC class I expression mediates a broad repertoire of functions in the steady-state CNS^46^, while the upregulation of MHC class I and Stat1 renders neurons prone to CD8^+^ cytotoxic T cell-mediated degeneration^42^ and impedes CNS repair^47^, suggesting increased neuronal vulnerability in the absence of IL-12. Conversely, a recent report suggested a detrimental role of IL-12 in Alzheimer’s disease-like disease pathology^12^. The opposing effects in acute neuroinflammation versus chronic neurodegeneration are best explained by differences in the pathophysiology of the respective model. These include the cytokine context (inflammatory milieu including IL-23 and GM-CSF in EAE, which is absent in Alzheimer’s disease-like APP/PS1 mice^35^), the sources and amount of IL-12 (high in MdCs in EAE and lower in glial cells in APP/PS1 mice), the nature of tissue damage (multifocal disseminated in EAE and more restricted to the cerebrum in APP/PS1 mice) as well as CNS region-specific transcriptomic changes of neuroectodermal cells. IL-12, therefore, joins the ranks of other molecules with opposing functions in inflammation versus degeneration of the CNS (for example, GM-CSF^48,49^).

A neuroprotective effect of IL-12 on neurons, uncoupled from the effect of inflammation, however, has also been reported in diverse in vivo and in vitro settings. For instance, administration of IL-12 after EAE induction ameliorates the disease outcome in mice^50,51^. Similarly, IL-12 was shown to exert a therapeutic effect in an in vivo model of spinal cord injury. Local administration of IL-12 into the injured sites induced the expression of neurotrophic factors (BDNF, NT-3) in CNS lesions, thereby enhancing endogenous axonal regeneration and remyelination^52^. IL-12 also promoted regeneration in primary mouse superior cervical ganglion cell cultures, where IL-12 enhanced neurite outgrowth^53^.

In summary, our study sheds light on a 20-year-old conundrum by elucidating the cellular targets and molecular underpinnings of a neuroimmune cross-talk orchestrated by IL-12 in neuroinflammation (Extended Data Fig. 8). The observation that the IL-12 receptor is expressed in both mouse and human neuroectoderm raises the possibility that IL-12 might trigger a similar reparative mechanism also in the human CNS. Similar to the findings in mice, we found that cortical GM excitatory neurons—healthy, but also underlying meningeal inflammation in MS—expressed *IL12RB2*, possibly suggesting a state of readiness to sense IL-12. Thereby, IL-12 sensing during disease onset might counteract early neurodegenerative pathways as recently described in human MS^54^. The neuroprotective function of IL-12 might contribute to an inflammation-induced emergency break crucial to prevent immunopathology. We hypothesize that such a mechanism applies not only in autoimmunity but also in other inflammatory CNS diseases, for instance, during pathogen-induced meningitis or encephalitis. The fact that IL-12 confers neuroprotection may provide a new avenue of disease intervention in both neuroinflammatory and degenerative diseases.

## Methods

### Mice

All procedures were reviewed and approved by the Swiss Veterinary Office and performed according to institutional and federal guidelines. All transgenic mouse strains were bred on the C57BL/6 background (The Jackson Laboratory, 000664) and were maintained under optimized hygienic conditions (22 °C; 45–65% humidity; 12-h light cycle); standard laboratory diet and water were freely available. B6.C-Tg(CMV-Cre)1Cgn/J^55^ (006054) were crossed to *Il12rb2*^fl/fl^ (ref. ^9^) mice to generate *Il12rb2*^del/del^ full knockout mice. B6.Cg-Tg(Nes-cre)1Kln/J^56^ (003771), *B6.Cg-Tg(Vav1-icre)iKi*^57^ (008610) and *B6.Cg-Tg(Cd4-cre)1Cwi/BfluJ*^58^ (017336) were originally purchased at The Jackson Laboratory. *Ncr1*^Cre^ mice were kindly provided by E. Vivier. C57BL/6 wild-type mice were purchased from Janvier Labs (Le-Genest Saint-Isle, France).

Age-matched, sex-matched (male and female) and litter-matched 8- to 12-week-old mice were used for all in vivo experiments. For primary neuronal and oligodendrocyte cultures, pups were euthanized between postnatal day 0 (P0) and 4 (P4). For the sample size calculation of mouse experiments, we used an alpha = 0.05 and a power of 0.8 (no blocking for age, sex and litter in the power calculation). We used data from previous experiments for the mean and standard deviation to calculate the standardized effect size using G Power. We determined the required sample size to be able to see a 30% difference in the cumulative score (area under the curve) for disease course and 70% by qPCR/gene expression for assessing the targeting efficacy/specificity of our strains.

### Human samples

Brain tissue from three individuals with MS was obtained from the archives of the Institute of Neuropathology at the University Hospital Zurich, Switzerland. Informed consent for autopsy was given by the next of kin in all cases. Case series do not need institutional review board approval according to Swiss legislation.

### Experimental autoimmune encephalomyelitis induction

EAE was induced by injection of 200 μg of MOG epitope MOG_35-55_ (RP10245, Genscript) emulsified in complete Freund’s adjuvant (CFA; 231131, BD). All mice received two subcutaneous injections into the flank and a single intraperitoneal injection of 50–100 ng pertussis toxin (PT; List Biological Laboratories, 179A). The mice received a second injection of PT on 2 d.p.i. Of note, by reducing the concentration of PT, *Il12rb2*^fl/fl^ mice developed a mild disease, whereas *Il12rb2*^del/del^ mice were still hypersusceptible, but within animal welfare guidelines. EAE clinical scores were defined as follows: no detectable signs of EAE, 0; tail limp at distal end, 0.5; entirely limp tail, 1; limp tail and hind limb weakness (occasional grid test positive), 1.5; unilateral partial hind limb paralysis (one leg constantly falls through the grid), 2; bilateral partial hind limb paralysis, 2.5; complete bilateral hind limb paralysis, 3; complete bilateral hind limb paralysis and partial forelimb paralysis, 3.5; complete paralysis of fore and hind limbs (moribund), 4. In case the clinical symptoms couldn’t be assigned to one or the other score, we used in-between scoring intervals of 0.25, which allowed a more accurate description of the clinical symptoms. Withdrawal criteria included clinical score ≥ 3 for more than 7 d, clinical score ≥ 3.5 for more than 3 d, weight loss > 25%, as well as pain symptoms.

### Tamoxifen treatment

Tamoxifen (Sigma) was dissolved in ethanol and corn oil to 25 mg ml^−1^ and administered in 200-μl doses via oral gavage (5 mg per dose).

### Generation of bone marrow chimeras

Host animals were lethally irradiated with a split dose of 2 × 550 rad at a 24-h interval before receiving an intravenous injection of 5 × 10^6^ donor bone marrow cells. The immune reconstitution period before EAE induction was 6 weeks. Transplantation of *Il12rb2*-null (*Il12rb2*^del^) bone marrow into wild-type (*Il12rb2*^fl^) mice was used to assess the effect of *Il12rb2* depletion in hematopoietic cells (that is, peripheral and CNS-invading leukocytes). Transfer of wild-type (*Il12rb2*^fl^) bone marrow into *Il12rb2*-null (*Il12rb2*^del^) mice was used to assess the effect of IL-12 sensing in radioresistant and non-hematopoietic (CNS resident) cell types, that is, neuroectoderm, tissue-resident microglia and tissue-resident memory T (T_RM_) cells. Wild-type (*Il12rb2*^fl^) into wild-type (*Il12rb2*^fl^) and *Il12rb2*-null (*Il12rb2*^del^) mice into *Il12rb2*-null (*Il12rb2*^del^) mice served as positive and negative controls, respectively (Table 1).

### Natural killer cell depletion

To deplete NK cells in vivo, C57BL/6 mice were injected intraperitoneally with 200 μg of anti-NK1.1 monoclonal antibody (BP0036, clone PK136, BioXcell) at days 0 and 2 after EAE induction, and after every 6 d. The percentage of NK cell depletion was assessed in the CNS and spleen.

### Cell isolation from the adult mouse CNS

Mice were euthanized through CO_2_ asphyxiation and transcardially perfused with ice-cold PBS.

For leukocyte isolation, whole brain and spinal cord was harvested, cut into small pieces and digested with 0.4 mg ml^−1^ Collagenase IV (9001-12-1, Sigma-Aldrich) and 0.2 mg ml^−1^ deoxyribonuclease I (DNase I; E1010, Luzerna) in HBSS (with Ca^2+^ and Mg^2+^; 14025-050, Gibco) for 40 min at 37 °C. The digested tissue was then mechanically dissociated using a 19-gauge needle and filtered through a 100-μm cell strainer (800100, Bioswisstec). CNS single-cell suspensions were further enriched by 30% Percoll (P4937, GE Healthcare) gradient centrifugation (1,590*g*, 30 min, at 4 °C, with no brakes).

To enrich for and improve oligodendrocyte viability for downstream FACS sorting and RNA isolation, CNS tissue was subjected to enzymatic digestion using papain (LS003126, Worthington) for 30 min at 37 °C and the enzymatic reaction stopped with ovomucoid trypsin inhibitor (LS003086, Worthington). Myelin debris was again removed by 30% Percoll (P4937, GE Healthcare) gradient centrifugation.

### Flow cytometry

Before surface labeling, cells were incubated with purified anti-mouse CD16/CD32 (clone 93, BioLegend) for 10 min on ice to prevent nonspecific binding of primary antibodies. Single-cell suspensions were then directly incubated with the primary surface antibody cocktail in PBS for 20 min at 4 °C. Following a wash step with PBS (350*g*, at 4 °C) the cells were then incubated in the secondary surface antibody cocktail (fluorochrome-conjugated streptavidin) for 20 min at 4 °C. For intranuclear labeling with Ki67 and Foxp3, cells were fixed and permeabilized utilizing the Foxp3/Transcription Factor Staining Buffer Set (eBioscience) according to the manufacturer’s instructions and subsequently incubated in the intranuclear antibody mixture overnight at 4 °C. Anti-mouse fluorochrome-conjugated monoclonal antibodies used in this study were: CD8 (564920, BD Biosciences, clone 53-6.7, BUV805, dilution 1:100), CD274 (124311, BioLegend, clone 10F.9G2, APC, dilution 1:200), CD274 (25-5982-82, eBioscience, clone MIH5, PE-Cy7, dilution 1:500), CD45R (552094, BD Biosciences, clone RA3-6B2, APC-Cy7, dilution 1:200), CD38 (102714, BioLegend, clone 90, AF488, dilution 1:300), granzyme B (515406, BioLegend, clone GB11, AF647, dilution 1:100), I-A/I-E (107622, BioLegend, clone M5/114.15.2, AF700, dilution 1:400), Siglec-F (564514, BD Biosciences, clone E50-2440, BB515, dilution 1:400), NK1.1 (566502, BD Biosciences, clone PK136, BB700, dilution 1:100), CD45 (564279, BD Biosciences, clone 30-F11, BUV395, dilution 1:200), CD4 (564667, BD Biosciences, clone GK1.5, BUV496, dilution 1:200), Ly6G (565707, BD Biosciences, clone 1A8, BUV563, dilution 1:100), CD19 (565076, BD Biosciences, clone 1D3, BUV661, dilution 1:200), CD44 (612799, BD Biosciences, clone IM7, BUV737, dilution 1:200), CD64 (139309, BioLegend, clone X54-5/7.1, BV421, dilution 1:100), Ki67 (566109, BD Biosciences, clone B56, BV480, dilution 1:100), Ki67 (652420, BioLegend, clone 16A8, AF700, dilution 1:200), F4/80 (MCA497A488, AbD Serotec, clone BM8, BV510, dilution 1:50), F4/80 (MCA497A488, AbD Serotecclone, clone CI:A3-1, AF647, dilution 1:200), CD62L (104433, BioLegend, clone MEL-14, BV570, dilution 1:100), CX3CR1 (149027, BioLegend, clone SA011F11, BV605, dilution 1:400), CD11b (101239, BioLegend, clone M1/70, BV650 dilution 1:400), Ly-6C (128037, BioLegend, clone HK1.4, BV711, dilution 1:400), MerTK (78-5751-82, eBioscience, clone DS5MMER, SuperBright780, dilution 1:50), CD103 (121406, BioLegend, clone 2E7, PE, dilution 1:100), TCR beta chain (109209, BioLegend, clone H57-597, PE-Cy5, dilution 1:400), CD11c (35-0114-82, eBioscience, clone N418, PE-Cy5.5, dilution 1:400), CD49d (103618, BioLegend, clone R1-2, PE-Cy7, dilution 1:100), Foxp3 (61-5773-82, eBioscience, clone FJK-16s, PE-eFlour610, dilution 1:200), CD90.2 (105324, BioLegend, clone 30-H12, Pacific Blue, dilution 1:200), TCRγδ (46-5711-82, eBioscience, clone GL3, PerCP-eFlour710, dilution 1:100), CD88 (135811, BioLegend, clone 20/70, Biotin, dilution 1:200), Arginase-1 (17-3697-82, Invitrogen, clone A1exF5, APC, dilution 1:200), IL-1 beta Pro-form (12-7114-82, eBioscience, clone NJTEN3, PE, dilution 1:200), CD14 (64-0141-82, Invitrogen, clone Sa2-B, SuperBright 645, dilution 1:200), CD49b (108918, BioLegend, clone DX5, Pacific Blue, dilution 1:200), streptavidin (564923, BD Biosciences, BUV805-conjugated, dilution 1:200), NKp46 (46-3351-82, eBioscience, clone 29A1.4 PerCP-eFlour710, dilution 1:200), NK1.1 (108749, BioLegend, clone PK136, BV785, dilution 1:200), Ly-6C (553104, BD Biosciences, clone AL-21, FITC, dilution 1:400), CD11c (117308, BioLegend, clone N418, PE, dilution 1:200), CD45R (562290, BD Biosciences, clone RA3-6B2, PE-CF594, dilution 1:400) and F4/80 (123112, BioLegend, clone BM8, PE-Cy5, dilution 1:400).

Sample data were acquired on a 5-laser Aurora spectral analyzer (Cytek Biosciences; SpectroFlo v2 Software), FACS Symphony A5 (BD Biosciences; FACS Diva Software v9.1) or LSR II Fortessa (BD Biosciences; FACS Diva Software v9). Flow cytometry data were analyzed using FlowJo (version 10.8.0, Tree Star) and Rstudio (version 4.0.1). Doublet discrimination was performed based on SSC-A/H, FSC-A/H and dead cell exclusion by using a Fixable Viability Kit (Near-IR staining, dilution 1:1,000, BioLegend).

### Phosphorylation of STAT and pSTAT4 flow cytometry

Spleens from untreated healthy mice were pushed through a 70-μm filter and washed once with 1× PBS (350*g*, 10 min, at 4 °C). Erythrocytes were removed by incubation with RBC lysis buffer (8.3 mg ml^−1^ ammonium chloride, 1.1 mg ml^−1^ potassium bicarbonate and 0.37 mg ml^−1^ EDTA) for 5 min on ice. After lysis, samples were washed once in 1× PBS, re-filtered and seeded in 24-well plates (500,000 cells per well) in RPMI medium (supplemented with penicillin–streptomycin, 10% FCS, l-glutamine). Cells were cultured with anti-CD3 (5 μg ml^−1^; 3C11; BioXCell) and anti-CD28 (5 μg ml^−1^; 37.51; BioLegend) for 48–72 h at 37 °C, 5% CO_2_. Cells were then washed in 1× PBS (350*g*, 10 min, at 4 °C) and stained with a fixable viability dye (Zombie NIR Fixable Viability Kit, BioLegend) in PBS for 20 min at 4 °C. Following cell viability staining, the cells were resuspended in pre-warmed (37 °C) recombinant IL-12-containing (20 ng ml^−1^; PeproTech) medium for 15 min to induce phosphorylation of STAT4. The samples were fixed by directly adding 4% paraformaldehyde (PFA) solution (pH 7.4) to a final concentration of 2% (10 min, room temperature (RT)). Cells were centrifuged and immediately resuspended in 1 ml of ice-cold methanol for permeabilization (30 min on ice). Subsequently, cells were washed twice with FACS buffer (1% BSA in PBS). Five microliters of anti-mouse pSTAT4 (12-9044-42, eBioscience, clone 4LURPIE, PE) was added to the cell pellet right before the addition of the surface antibody cocktail. Cells were incubated for 30 min at 4 °C, washed and resuspended in 200 μl of FACS buffer for data acquisition.

### Fluorescence-activated cell sorting

Cell sorting was performed using a BD FACS Aria III (FACSDIVA Software v9). Anti-mouse fluorochrome-conjugated monoclonal antibodies used in this study were: CD45 (103126, BioLegend, clone 30-F11, Pacific Blue, dilution 1:600), CD11b (101263, BioLegend, clone M1/70, BV510, dilution 1:400), CD44 (103049, BioLegend, clone IM7, BV650, dilution 1:400), CX3CR1 (149027, BioLegend, clone SA011F11, BV605, dilution 1:400), Ly-6C (128037, BioLegend, clone HK1.4, BV711, dilution 1:400), LY6G (127606, BioLegend, clone 1A8, FITC, dilution 1:400), NK1.1 (25-5941-82, eBioscience, clone PK136, PE-Cy7, dilution 1:400), O4 (130-117-711, Miltenyi, clone REA576, PE, dilution 1:25), ACSA-2 (130-116-245, Miltenyi, REA969, APC, dilution 1:25), CD88 (135811, BioLegend, clone 20/70, Biotin, dilution 1:200), F4/80 (MCA497A488, AbD Serotec, clone CI:A3-1, AF647, dilution 1:200), CD140a (135911, BioLegend, clone APA5, PE-Cy7, dilution 1:400), TER-119 (17-5921-81, BioLegend, clone Ter-119, APC, dilution 1:200), CD3 (100236, BioLegend, clone 17A2, APC, dilution 1:200), CD31 (102507, BioLegend, clone MEC13.3, PE, dilution 1:200), CD31 (102427, BioLegend, clone 390, BV605, dilution 1:400), CD4 (100548, BioLegend, RM4-5, BV605, dilution 1:400), streptavidin (557598, BD Biosciences, PE-Cy7-conjugated, dilution 1:400) and GalC (FCMAB312F, Milli-Mark, FITC, clone mGalC, dilution 1:10).

Doublet exclusion was performed based on SSC-A/H, FSC-A/H and dead cell exclusion by using a Fixable Viability Kit (Near-IR staining, dilution 1:500, BioLegend).

### Quantitative RT–PCR

Total RNA was isolated from sorted cells and primary cultures using either the RNeasy Micro Kit (74004, Qiagen) or the QuickRNA Microprep Kit (R1051, Zymo Research) according to the manufacturer’s instructions. Complementary DNA (cDNA) was synthesized using the M-MLV Reverse Transcriptase (28025013, Invitrogen) and qRT–PCR was performed on a CFX384 Touch Real-Time PCR Detection System (Bio-Rad) using SYBR Green (Bio-Rad). Total RNA was isolated from sorted Hoechst^+^Olig2^+^ and Hoechst^+^NeuN^+^ nuclei using the RNeasy Micro Kit (74004, Qiagen). Nuclear RNA was reverse transcribed to cDNA with the RevertAid H Minus First Strand cDNA Synthesis Kit (K1631, Thermo Fisher Scientific) according to the manufacturer’s instructions. Gene expression was calculated as 2^−^^ΔCt^ relative to *Pol2* as the endogenous control.

Primers for *Il12rb2:*

5′-CTGCGAGATCTGAGACCGT-3′; (forward)

5′-AACAGGCTCTTCCTCTGGTGT-3′ (reverse)

Primers for *Il12a:*

5′-TACTAGAGAGACTTCTTCCACAACAAGAG-3′; (forward)

5′-TCTGGTACATCTTCAAGTCCTCATAGA-3′ (reverse)

Primers for *Il12b:*

5′-GACCATCACTGTCAAAGAGTTTCTAGAT-3′; (forward)

5′-AGGAAAGTCTTGTTTTTGAAATTTTTTAA-3′ (reverse)

Primers for *Il12rb1:*

5′-GGACCAGCAAACACATCACCTT-3′; (forward)

5′-GTGATGGCTGCTGCGTTG-3′ (reverse)

Primers for *Pol2:*

5′-CTG GTC CTT CGA ATC CGC ATC-3′; (forward)

5′-GCT CGA TAC CCT GCA GGG TCA-3′ (reverse)

Gene expression analysis of neuronal cultures was performed using the TaqMan Fast Advanced Master Mix (4444557, Thermo Fisher Scientific) and TaqMan primers for *Fgf2* (Mm01285715_m1, Thermo Fisher Scientific), *Vegfa* (Mm00437306_m1, Thermo Fisher Scientific), *Serpina3n* (Mm00776439_m1, Thermo Fisher Scientific), *Mbd1* (Mm00522100_m1, Thermo Fisher Scientific), *Il33* (Mm00505399_m1, Thermo Fisher Scientific), *Matn2* (Mm01166023_m1, Thermo Fisher Scientific), *Lif* (Mm00434761_m1, Thermo Fisher Scientific), *Angptl4* (Mm00480431_m1, Thermo Fisher Scientific) and *Fpr1* (Mm00442803_s1, Thermo Fisher Scientific).

### Primary neuronal cultures

Dissociated cerebellar cells were prepared and maintained as previously described^59^. Briefly, cerebellar cells from P0–P4 mouse pups (C57BL/6) were dissociated and plated on poly-l-lysine-coated, 12-well plates (90,000 cells per well). Cells were maintained in Neurobasal Plus medium supplemented with B27 Plus (A3653401, Thermo Fisher Scientific) and 2 mM GlutaMax (35050061, Thermo Fisher Scientific).

### Primary oligodendrocyte cultures

For murine primary oligodendrocytes cultures, brains were collected from P2–P5 pups and dissociated using the Neural Tissue Dissociation Kit (P) (Miltenyi Biotec, 130-092-628) on a gentleMACS Octo Dissociator (Miltenyi Biotec, 130-096-427). The resulting single-cell suspension was labeled with O4-conjugated magnetic MicroBeads (Miltenyi Biotec, 130-096-670) and passed through LS columns (Miltenyi Biotec, 130-042-401) to positively select for oligodendrocytes. After isolation, the primary oligodendrocytes were plated at a density of 100,000 cells on plates (Corning, 3524) coated with 10% PLL (Sigma, P4832-50ML) and 1.5% laminin (Sigma, L2020) in 500 μl growth medium (MACS Neuro Medium, 130-093-570) containing 2% MACS Neuro Brew-21 (130-093-566), 1% penicillin–streptomycin (Gibco, 15070063) and 0.5 mM L-glutamine (25030081), 10 ng ml^−1^ human PDGF-AA (130-093-977) and 10 ng ml^−1^ human FGF-2 (130-093-837). At days 2 and 4 of culture, 250 µl of medium was removed and an additional 250 μl of fresh growth medium was added. On day four, cells were stimulated as indicated with 100 ng ml^−1^ of IL-12p70 (PeproTech, 210-12) and harvested for western blot analysis.

### Western blot

Primary neuronal cells at 14 days in vitro (DIV 14) or oligodendrocytes at DIV 4 were stimulated with 100 ng ml^−1^ of recombinant murine IL-12p70 (210-12, PeproTech) for 5 min, 10 min or 15 min. After stimulation, neurons and oligodendrocytes were harvested and lysed in EBC buffer (50 mM Tris (pH 8.0), 120 mM NaCl, 0.5% Nonidet P-40) containing complete miniprotease inhibitor (11836153001, Roche Diagnostics) and phosphatase inhibitor mixture 1 and 2 (P2850 and P0044, Sigma-Aldrich) for 20 min at 4 °C. The clear cell lysate was collected by centrifugation (10,000*g*, 4 °C, 20 min) and supernatants were stored at −80 °C. Samples were run on Tris-glycine polyacrylamide gels and proteins were transferred to PVDF membranes. Primary antibodies (Cell Signaling: rabbit anti-mouse Stat4, 2653, dilution 1:2,000; rabbit anti-mouse Phospho-Stat4-Tyr693, 4134, dilution 1:2,000; mouse monoclonal anti-actin, MAB1501, Merck, dilution 1:5,000) were incubated with the membranes in Tris-buffered saline (TBS) with 0.05% Tween 20 (TBST), including 5% Western Blocking Reagent Solution (11921673001, Roche) overnight at 4 °C. Membranes were washed 5× for 5 min in TBST before the addition of secondary antibodies.

Horseradish peroxidase (HRP)-coupled goat anti-rabbit secondary antibodies (ab6721, Abcam; dilution 1:20,000) and donkey anti-mouse secondary antibodies (715-625-151, Jackson ImmunoResearch, Alexa Fluor 680; dilution 1:10,000) were incubated for 30 min at RT, and membranes were washed again five times for 5 min in TBST. Fluorescence signals were captured using the Odyssey CLx Imager. SuperSignal West Pico Chemiluminescent Substrate (34579, Thermo Fisher Scientific) was applied to visualize HRP-labeled antibodies and developed using the Fujifilm Luminescent Image Analyzer LAS-1000 plus & Intelligent Dark Box II (Fujifilm). Western blot membranes were re-probed for pStat4 and Stat4 using a mild stripping protocol from Abcam: briefly, membranes were incubated for 5–10 min with mild stripping buffer (200 mM glycine, 20 mM SDS, 0.01% Tween 20, pH 2.2) followed by 10 min incubation with PBS and 5 min incubation with TBST. This process was repeated twice. Images were processed and analyzed using ImageJ version 1.53t^60^.

### Multiplex RNA fluorescence in situ hybridization

Frozen brain tissue was placed in a tissue mold (SA62534-15, Sakura) and submerged in Tissue-Tek freezing medium (4583, Sakura). Then, 10-µm-thick brain tissue sagittal sections were cut using a cryostat (Thermo Fisher Scientific, HM 560), mounted on SuperFrost Plus slides (500621, R. Langenbrink) and dried for 1 h at −20 °C. Tissue processing for RNAscope multiplex staining was carried out following the manufacturer’s protocol for fresh-frozen sections. Briefly, tissue was fixed in freshly prepared 4% PFA (pH 7.4) for 30 min at 4 °C, followed by alcohol dehydration and exposure to H_2_O_2_ for 10 min then Protease IV (322340, Bio-Techne) for 30 min, both at RT. Sections were then incubated for 2 h with target probes at 40 °C in a HybEZ Hybridization System (321711, Bio-Techne). The following RNAscope target probes were used: Mm-Il12rb1 (488761, Bio-Techne), Mm-Il12rb2 (451301, Bio-Techne), Mm-Aldh1l1-C2 (405891, Bio-Techne), Mm-Slc1a3-C2 (430781, Bio-Techne), Mm-Gfap-C2 (313211, Bio-Techne), Mm-Sox10-C2 (435931, Bio-Techne), Mm-Tmem119-C3 (472901, Bio-Techne), Mm-Sall1-C3 (469661, Bio-Techne), Mm-Rbfox3-C3 (313311, Bio-Techne) and Mm-Map2-C3 (431151, Bio-Techne). Signal amplification was achieved using the RNAscope Multiplex Fluorescent Kit v2 (323110, Bio-Techne), following the manufacturer’s protocol. Probes were labeled with Opal 520 (dilution 1:500, C2 probe, FP1487001KT, Perkin Elmer), Opal 570 (dilution 1:500, C1 probe, FP1488001KT, Perkin Elmer) and Opal 690 (dilution 1:500, C3 probe, FP1497001KT, Perkin Elmer) and three-dimensional image stacks (1-µm step size, ×40 objective) of stained sections were acquired on a Leica TCS SP5 confocal laser scanning microscope using a HCX PL APO lambda blue ×63 oil ultraviolet objective controlled by LAS AF scan software v4.0 (Leica Microsystems).

### CNS tissue homogenization and protein extraction

Murine brain and spinal cord were isolated as described above and snap-frozen in liquid nitrogen for storage at −80 °C. For protein extraction, samples were subjected to mechanical homogenization in Cell Lysate Buffer [(1 mM EGTA, 1 mM EDTA, 1% Triton X-100, TBS buffer pH 7.5 (20 mM Tris, 150 mM NaCl)]. All buffers were kept on ice and the final Cell Lysate Buffer was supplemented with cOmplete Mini EDTA-free Protease Inhibitor Cocktail (11836170001, Roche, one tablet per 25 ml) and PhosSTOP (4906845001, Roche, one tablet per 10 ml) immediately before use. The initial homogenization was performed mechanically (two metal beads per sample) using a TissueLyserLT (85600, Qiagen) homogenizer (50 oscillations per second for 10 min), followed by subsequent incubation on ice for 30 min and centrifugation (full speed, 10 min, 4 °C). Protein concentrations of each sample were determined using the Pierce BCA Protein Assay Kit (23225, Thermo Fisher Scientific) according to the manufacturer’s protocol using the Photometer Tecan Infinite 200 M (Tecan).

### ELISA analysis

Enzyme-linked immunosorbent assay (ELISA) to detect IL-12/IL-23 total p40 (DY499, R&D) was performed according to the manufacturer’s instructions. All samples were analyzed in duplicate. Absorption was read at 450 nm and 570 nm (for wavelength correction) on a microplate reader (Infinite 200M, Tecan) and analyzed using the Magellan Software (Tecan).

### Immunofluorescence and imaging of murine brain tissue

Mice were euthanized through CO_2_ asphyxiation and transcardially perfused with ice-cold PBS. Brains were carefully removed, fixed in 4% PFA (11762.00500, Morphisto) for 24 h at 4 °C, rinsed in PBS and then incubated in 30% sucrose in PBS at 4 °C for 24–72 h. Each brain hemisphere was embedded in Cryo Embedding Medium (41-3011-00, Medite) and frozen on dry ice. Free-floating brain sections were cut at a thickness of 35–45 μm using a Hyrax C60 cryostat (Zeiss). Sections were washed three times with PBS and incubated in 10% normal goat serum (PCN5000, Thermo Fisher Scientific) and 0.5% Triton X-100 (Sigma-Aldrich, T8787-100ML) in PBS (2 h, RT) for blocking and permeabilization. Sections that were labeled with antibodies derived from mouse were additionally blocked for another 45 min at RT with the M.O.M. Mouse Ig Blocking Reagent (90 µl in 2.5 ml PBS; BMK-2202, Vector Laboratories). Sections were incubated with the primary antibody cocktail overnight at 4 °C in 5% normal goat serum and 0.5% Triton X-100 in PBS.

The following primary antibodies were used: rat anti-GFAP (13-0300, Thermo Fisher Scientific; dilution 1:400), rabbit anti-Calbindin (ab108404, Abcam, clone EP3478; dilution 1:500), mouse anti-NeuN (MAB377, Chemikon, clone A60; dilution 1:500), mouse CC1 Anti-APC (Ab-7; OP80-100UG, Merck; dilution 1:200) and mouse anti-Olig2 (66513-1-IG, Thermo Fisher Scientific; dilution 1:200). After washing, sections were incubated with the respective fluorochrome-conjugated secondary antibodies (for example, goat anti-mouse/anti-rabbit/anti-rat and streptavidin, conjugated to Alexa Fluor 488, 594, 633 and 647, all purchased from Thermo Fisher Scientific; dilution 1:500) for 2 h at RT in 5% normal goat serum and 0.5% Triton X-100 in PBS. After labeling, sections were mounted in SlowFade Gold antifade reagent with DAPI (P36931, Thermo Fisher Scientific) for nuclei counterstaining. For co-labeling with rabbit anti-beta galactosidase (559761, MP Biomedicals; dilution 1:5,000 or former Cappel codice 559762 (Rabbit IgG)), free-floating brain sections were blocked and labeled with the respective primary and secondary antibodies in FBT blocking buffer (5% FBS, 1% BSA, 0.05% Tween 20, 10 mM Tris-HCl pH 7.5, 100 mM magnesium chloride in H_2_O). Imaging was performed on a STELLARIS 5 microscope (Leica; equipped with a 405-nm diode laser and a Leica white light laser (WLL; 485 nm to 685 nm excitation)) with a ×20 multi-immersion objective with 1,024 × 1,024 pixels. High-resolution images were acquired in frames with a line average of 16 or 32. Imaris imaging software v9.9 (Bitplane) was used for image processing and merging.

### Immunostaining of human brain tissue

Immunohistochemistry was performed on formalin-fixed paraffin-embedded tissue sections of human brain tissue (2–3 μm thick) as follows: for epitope demasking, deparaffinized sections were heated in a microwave histoprocessor (HistosPro) with DAKO Target Retrieval solution (citrate buffer pH 6.0 (S2367, DAKO) or pH 9.0 (S2367, DAKO)), washed with distilled water and transferred to 0.3% H_2_O_2_ for 10 min to block endogenous peroxidase. The sections were then washed with PBS and subsequently incubated with blocking buffer (5% NGS/PBS + 0.1% Triton) for at least 20 min. Thereafter, the sections were prepared for primary and secondary antibody incubation. The following primary antibodies were used (diluted in blocking solution): rabbit anti-IL-12Rβ2 (NBP1-85983, Novus Biologicals; 0.7 μg ml^−1^), rabbit IgG purified (PP64-10 KC, Merck; 0.7 μg ml^−1^) and anti-NeuN (MAB377, Chemikon, clone A60; dilution 1:100). Antibody binding was visualized using Dako EnVision + Dual Link System-HRP (DAB+) staining (DAKO) according to the manufacturer’s procedure. We recorded digital images of tissue sections using an Olympus BX41 light microscope with an Olympus ColorView IIIu camera and Olympus Cell B image acquisition software. For Immunofluorescence stainings, the endogenous enzyme blocking step with 0.3% H_2_O_2_ was omitted, and rabbit anti-IL-12Rβ2 (NBP1-85983, Novus Biologicals, dilution 1:1,000) was combined with mouse anti-Map2 (M4403, Sigma, clone HM-2, dilution 1:100) to co-label neurons. The secondary antibody mixture contained anti-rabbit Alexa Fluor 555 and anti-mouse Alexa Fluor 488 (all purchased from Thermo Fisher Scientific; dilution 1:250). Nuclear counterstaining was performed using SlowFade Gold antifade reagent with DAPI (Invitrogen). Imaging was performed on a STELLARIS 5 (Leica) microscope with a ×20 multi-immersion objective. Imaris imaging software v9.9 (Bitplane) was used for image processing.

### Quantitative histopathological analysis of spinal cords from mice with experimental autoimmune encephalomyelitis

Mice were euthanized through CO_2_ inhalation and transcardially perfused with ice-cold PBS. Spinal columns were carefully dissected out and fixed in 4% PFA (11762.00500, Morphisto) for 24 h at 4 °C, rinsed in PBS followed by decalcification in 0.5 M, pH 8, EDTA solution (A3145,0500, Axonlab) at 4 °C for five consecutive days while rotating. The spinal cords were then dissected into three parts (cervical, thoracic and lumbar) and cryoprotected in 30% sucrose in PBS at 4 °C for 24–72 h. Each spinal cord fraction was embedded coronally in Cryo Embedding Medium (41-3011-00, Medite) and frozen on dry ice. Frozen sections were cut at a 20–25-μm thickness using a Hyrax C60 cryostat (Zeiss). Subsequent blocking, staining steps and mounting were performed as described above. For the quantification of demyelination and inflammation, sequential spinal cord sections cut 200 μm apart were fluorescently labeled with rabbit anti-Iba1 (019-19741, Wako; dilution 1:200) and FluoroMyelin Green Fluorescent Myelin Stain (F34651, Thermo Fisher Scientific). For automated imaging, fluorochrome-labeled sections were acquired on a Zeiss Axio Scan. Z1 Slidescanner (Zen 2 software, blue edition) using a ×20 objective lens. The following fluorescence filters were used: AF405, AF488, AF546 or AF594 and AF647. The semiautomated quantification was performed on 20–30 images of *n* = 4 mice per group. Acquired images were cropped in Fiji to remove all pixels outside the spinal cord, and cropped images were then processed in Ilastik (v1.3.3)^61^.

Ilastik was trained to recognize lesions (DAPI bright, fluoromyelin low), WM (DAPI low, fluoromyelin high), GM (DAPI low, fluoromyelin low) and background (no signal), and to calculate the probability that each pixel belonged to each category. These probabilities were exported to Fiji as 8-bit images using the default algorithm. The areas of lesions and WM were then measured, and the percentage of demyelination was calculated as follows: 100 × area of lesions / (area of lesions + area of WM). We report the average percentage demyelination of each mouse over the total number of sections.

### Bulk RNA isolation of primary neuronal cultures

Dissociated cerebellar cells were prepared and maintained as described above. At DIV 14, primary neuronal cells were stimulated with 30 ng ml^−1^ or 100 ng ml^−1^ of Recombinant Murine IL-12p70 (210-12, PeproTech) for 18 h. Cerebellar neurons were harvested and lysed in 300 μl RLT buffer of the RNeasy Micro Kit (74004, Qiagen) and total RNA was extracted according to the manufacturers’ protocol.

### Library preparation, cluster generation and next-generation sequencing

The quality of the isolated RNA was determined with a Fragment Analyzer (Agilent). The TruSeq Stranded mRNA (Illumina) was used in the succeeding steps. Briefly, total RNA samples (100–1,000 ng) were subjected to poly(A) enrichment and then they were reverse transcribed into double-stranded cDNA. The cDNA samples were fragmented, end-repaired and adenylated before ligation of TruSeq adaptors containing unique dual indices for multiplexing. Fragments containing TruSeq adaptors on both ends were selectively enriched with PCR. The quality and quantity of the enriched libraries were validated using the Fragment Analyzer (Agilent). The product is a smear with an average fragment size of approximately 260 bp. The libraries were normalized to 10 nM in Tris-Cl 10 mM, pH8.5 with 0.1% Tween 20. The NovaSeq 6000 (Illumina) was used for cluster generation and sequencing according to standard protocol. Sequencing configuration produced single-end reads of 100 bp.

### Bulk transcriptome analysis of primary neuronal cultures

The raw reads were aligned to mouse genome build GRCm39 using the STAR aligner v2.7.8a, with FeatureCounts used to calculate read counts per gene based on GENCODE gene annotation release M26. Counts were counts-per-million normalized, log_2_ transformed and only genes were retained if expressed at one count per million in at least two samples. PCA was computed using the BiocGenerics package after variance stabilizing transformation using the DEseq2 package^62^ (1.38.3) and visualized using ggplot2. DEGs between conditions were computed using gene-wise negative binomial generalized linear models as implemented in the edgeR package^63^ (v3.40.2) and applying a Benjamini–Hochberg correction to account for multiple testing. Heat maps of DEGs were generated using the pheatmap package.

Differential analysis of modular gene coexpression was performed using the R implementation of CEMiTool using default parameters^64^. For gene-set enrichment analysis and interactome integration, murine gene names were converted to human orthologs using biomaRt. Gene-set enrichment analysis of gene modules was performed using the hallmark gene-set collection from MSigDB^65^.

Interactome data from the STRING database version 11 was integrated after filtering on interactions with a minimum score of 200 (ref. ^66^) to obtain gene coexpression and interaction networks for each module.

### Single-nuclei preparation and fluorescence-activated nuclei sorting

Single-nuclei suspensions were prepared as described before^12^. Mouse cerebellum and brainstem (of one brain hemisphere) and cervical spinal cord (C1-C2) were collected from adult male mice (8–12 weeks old) and immediately snap-frozen in liquid nitrogen and stored at −80 °C until further processing. Nuclei were isolated with the EZ PREP lysis buffer (NUC-101, Sigma). Tissue samples were homogenized using a glass dounce tissue grinder (D8938, Sigma; 25 strokes with pastel A, 25 strokes with pastel B) in 2 ml of ice-cold EZ prep lysis buffer and incubated on ice with an additional 2 ml of ice-cold EZ PREP lysis buffer. During incubation, 1 μΜ of Hoechst (H3570, Thermo Fisher Scientific) dye and 40 U μl^−1^ of RiboLock inhibitors (EO0382, Thermo Fisher Scientific) were added to the homogenate. Following incubation, the homogenate was filtered through a 30-μm FACS tube filter. Nuclei were sorted based on the fluorescence Hoechst signal using a BD FACS Aria sorter III with an 85-μm nozzle configuration at 4 °C, directly into PBS + 4% BSA + RiboLock inhibitors (40 U μl^−1^; EO0382). As CNS nuclei vary strongly in size, no doublet exclusion was performed based on FSC or SSC to avoid bias against nucleus size. Nuclei were then counted based on brightfield image and Trypan Blue staining (15250061) using a Neubauer counting chamber and a Keyence BZX-710 microscope.

### Droplet-based single-nucleus RNA sequencing

RNA-seq of single nuclei was performed in two independent batches (batch 1, *n* = 1 *Nestin*^Cre/+^*Il12rb2*^fl/fl^ and *n* = 1 *Il12rb2*^fl/fl^; batch 2, *n* = 3 *Nestin*^Cre/+^*Il12rb2*^fl/fl^ and *n* = 3 *Il12rb2*^fl/fl^). Immediately after extraction, 17,500 sorted nuclei per sample were loaded onto a Chromium Single Cell 3′ Chip (10x Genomics) and processed for the single-nucleus cDNA library preparation (Chromium Next GEM Single Cell 3′ Reagent Kits v3.1 protocol). Around 50,000 reads per nucleus were sequenced using the Illumina NovaSeq 6000 no. 1 platform according to the manufacturer’s instructions without modifications (R1 = 28, i7 = 10, i5 = 10, R2 = 90). Preparation of cDNA libraries and sequencing were performed at the Functional Genomics Center Zurich. Cell Ranger software (v6.0.2) was implemented for library demultiplexing, barcode processing, fastq file generation, gene alignment to the mouse genome (GENCODE reference build GRCm39) and UMI counts. We implemented the include-introns option for counting intronic reads, as the snRNA-seq assay captures unspliced pre-mRNA as well as mature mRNA. For each sample, a Cell Ranger report was obtained with all the available information regarding sequencing and mapping parameters. All samples were merged into a matrix using Cell Ranger (cellranger --aggr function).

### Quality control and data pre-processing

Starting from the filtered gene-cell count matrix produced by Cell Ranger’s built-in cell calling algorithms, we proceeded with the SCANPY (v1.8.2) workflow in Python^67^. Doublet exclusion was used individually for each sample using the Scrublet^68^ package with variable thresholds. Quality-control processing was performed individually for each batch. Low-quality nuclei were filtered out based on the number of unique genes (<500 and <200 in batch 1 and batch 2, respectively), total UMIs (<6,000) and fraction of mitochondrial counts (<5%). Genes present in less than three nuclei were removed. Counts were log1p transformed normalized to 10,000 counts and scaled for visualization purposes. Individual batches were integrated into a combined SCVI^69^ model consisting of two layers and 30 latent dimensions using the 3,000 most variable features.

### Dimensionality reduction, clustering visualization and cell-type identification

Dimensionality reduction using UMAP was used within the SCANPY framework. For this, the neighbor graph was constructed from the combined SCVI latent space. Community detection using Leiden was applied for cell-type classification. For assigning clusters to cell types, we defined a list of marker genes per cluster and ranked genes applying the Wilcoxon rank-sum test. The assignment of cell-type identity to clusters was based on known linage markers in line with previously published snRNA-seq^16^ studies and atlases^70,71^.

### Differential gene expression and downstream analysis

For differential expression between *Il12rb2*^fl/fl^ and *Nestin*^Cre/+^*Il12rb2*^fl/fl^ mice, all genes per cell type were tested. DEGs were identified using a non-parametric Wilcoxon rank-sum test and Benjamini–Hochberg correction was applied to correct for multiple testing. For pseudo-bulk analysis, the sum of the transcripts for all cells within a given cluster of a sample was computed. Sample-level differential expression was carried out using the DEseq2 package^62^. Gene signatures were manually curated (Supplementary Table 2) and were computed as described before^72^. Bar graphs, volcano plots and lollipop plots were drawn in ggplot2. Heat maps were drawn using the pheatmap package. Dot plots were drawn using the Seurat framework^73^, in SCANPY^67^ or using ggplot2. Violin plots and scatterplots were drawn in SCANPY.

### Analysis of ligand–receptor interactions

Ligand–receptor interaction analysis was carried out using NicheNet^24^. Potential ligand–receptor pairs were restricted to pairs in which the ligand is expressed in at least 10% of the sender cells and the receptor is present in at least 10% of receivers. Sender cells were defined based on their ability to express *Il12rb2* and demonstrate transcriptional changes after genetic deletion using *Nestin*^Cre/+^*Il12rb2*^fl/fl^ mice (MOL1, MOL2, excitatory neurons, cholinergic neurons, granule cells and MLIs). For each receiver cell, NicheNet predicted the ligands that best explained DEGs (adjusted *P* value < 0.05 and abs(log2FC) > 0.5) upon *Il12rb2* deletion. Top-ranking predicted ligands and the corresponding target genes for each receiver cell type were visualized in circos plots using the circlize package. Dot plots showing the respective ligand expression across sender cells were generated in ggplot2. Heat maps of top-ranking predicted ligands in sender cells and corresponding receptors in recipients were generated using the pheatmap package.

### Reanalysis of single-nucleus RNA sequencing of multiple sclerosis tissue

Publicly available gene expression matrix data from Absinta et al. (accessed at GSE180759; five individuals with progressive MS and three age-matched and sex-matched non-affected, non-dementia controls)^13^ were reanalyzed for the expression of *IL12RB1* and *IL12RB2*. We downloaded the available gene expression matrix, and downstream analysis was performed by implementing the Seurat v4 R package^73^.

In brief, the filtered raw count matrix was log-normalized within each nucleus and included *n* = 66,432 nuclei. The top 2,000 variable genes calculated by Seurat were used to harmonize and integrate sample datasets by individual (FindIntegrationAnchors and IntegrateData functions). On scaled data, linear dimension reduction (PCA) was performed, and the top 30 principal components were implemented for the unsupervised clustering. The assignment of cell type was based on the original clustering annotation provided.

We further downloaded raw snRNA-seq data available (Sequence Read Archive accession number PRJNA544731) from ref. ^14^, in which nuclei were extracted from entire MS tissue sections (*n* = 12 cases) and compared to similarly processed control brain tissue (*n* = 9 cases). We processed the raw data, starting from the library demultiplexing, as described above for our own data. Cell Ranger software was implemented for library demultiplexing, barcode processing, fastq file generation, gene alignment to the human genome (GRCh38-3.0 human genome with the intronic reads option) and UMI counts. Each sample was individually filtered based on Seurat guidelines for snRNA-seq, and only nuclei with <5% of mitochondrial contamination and between 200 and 2,500 genes expressed were retained for further analysis, reducing the probability of doublets.

The Seurat function SCTransform (v2)^74^ was used to normalize the datasets, FindIntegrationAnchors was used to identify anchors between datasets and IntegrateData was used to run an integrated analysis. DEGs were defined as *P* < 0.05 (*P* adjusted for multiple comparisons) in ≥25% of cell populations and showing, on average, a >0.25-fold difference (log scale) between groups of cells.

### Fluorescence-activated nuclei sorting for bulk RNA isolation

Nuclei of murine brains and spinal cords were isolated and sorted as described above. For specific labeling of neuronal and oligodendrocyte nuclei, the homogenates were directly stained with Hoechst, NeuN (ab190195, clone EPR12763, Abcam; dilution 1:200) and Olig2 (ab225100, clone EPR2673, Abcam; dilution 1:200). Hoechst^+^NeuN^+^ and Hoechst^+^Olig2^+^ populations were directly sorted into RLT Lysis buffer (74004, Qiagen) and further processed according to the manufacturer’s instructions.

### High dimensional analysis of flow cytometry data

Raw flow cytometry data were pre-processed in FlowJo (Tree Star). Compensated and cleaned data were exported to Rstudio version 4.0.1. After transformation and percentile normalization, UMAPs^75^ were generated using the package ‘umap’ version 0.2.7.0, and FlowSOM^76^ version 2.6.0 metaclusters were merged and annotated based on the median expression profile and their localization on the UMAP. Heat maps were generated using the pheatmap’ package version 1.0.12. All remaining plots were generated using the ‘ggplot2*’* package version 3.3.5.

### Statistical analysis

Statistical analysis was carried out using Prism 9 (GraphPad Software). Statistical significance of in vivo experiments (clinical scores over time) was determined with a repeated-measures two-way analysis of variance (ANOVA) or mixed-effects model (restricted maximum likelihood) when values were missing, followed by Bonferroni or Sidak multiple-comparison test. To test if the data were normally distributed, the Shapiro–Wilk test or Kolmogorov–Smirnov test were used and the quantile–quantile plots were examined. Group means were compared with two-tailed, unpaired *t*-tests, Mann–Whitney tests and one-way ANOVA or Kruskal–Wallis tests, corrected for multiple comparisons using the Dunn’s or Bonferroni test.

Statistical analysis of CNS infiltration of different cell types between different groups was carried out in Rstudio (version 4.0.1) using *t*-tests. *P* values below 0.05 were considered as significant and are indicated by asterisks (*P < 0.05, **P < 0.01, ***P < 0.001; ****P < 0.0001) or numerical values on the respective graphs and figure legends. *N* represents the number of biologically independent animals. In all cases, data are shown as the mean ± s.e.m., unless otherwise indicated. Cohen’s *d* effect size estimates were calculated using the ‘effsize’ package. The Wilcoxon rank-sum test was applied to calculate statistical differences among human snRNA-seq cell populations.

Unless otherwise stated, we compare genetically modified and littermate control mice that were weaned and randomly allocated to their housing cages by animal caretakers who were not involved in the experimental planning. The distribution of the genotype was determined by the Mendelian ratio (assumed to be the case for all strains), and selection for the experimental cohort was not influenced by the researcher, thereby randomized. Simultaneously, mice of different genotypes were randomly co-housed—controlling for environmental bias, for example, genotype-specific microbiome. Data collection was randomized using a computer randomization process (R). Scoring, data collection and analysis of all experiments was performed in a blinded manner. Blocking was used to control for sex, age and litter in the experimental design.

No animals or data points were excluded. Animals that met withdrawal criteria were euthanized and scores were only recorded from the surviving animals. To minimize attrition bias, we reported the cumulative clinical score per day.

**Table 1:** Capability of IL-12 sensing in bone marrow chimera mice

	*Il12rb2*^del^ → *Il12rb2*^del^	*Il12rb2*^fl^ → *Il12rb2*^del^	*Il12rb2*^del^ → *Il12rb2*^fl^	*Il12rb2*^fl^ → *Il12rb2*^fl^
Peripheral and CNS-invading leukocytes	−	+	−	+
CNS tissue-resident cells (neuroectoderm, microglia and T_RM_ cells)	−	−	+	+
EAE outcome	Hyperinflamed	Hyperinflamed	Normal	Normal

+, IL-12 responsive, −, IL-12 unresponsive.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41593-023-01435-z.

### Supplementary information

Reporting Summary

Supplementary Tables 1–4.

### Source data

Source Data Fig. 1 Statistical source data.

Source Data Fig. 2 Statistical source data.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 5 Statistical source data.

Source Data Extended Data Fig. 1 Statistical source data.

Source Data Extended Data Fig. 2 Statistical source data.

Source Data Extended Data Fig. 3 Statistical source data.

Source Data Extended Data Fig. 7 Statistical source data.

Unmodified Gels Extended Data Fig. 2 Full-length, unprocessed gels or blots.

## Data Availability

The data that support the findings of this study are available from the corresponding authors upon request. All raw sequencing data generated in this study have been deposited at NCBI’s Gene Expression Omnibus repository and are accessible under accession numbers GSE236464 (next-generation sequencing) and GSE236540 (snRNA-seq). The raw count file and steps to reproduce the next-generation sequencing analysis are available at https://data.mendeley.com/datasets/rh4zjz8vt3/1/. Raw snRNA-seq counts, including relevant metadata and steps to reproduce the snRNA-seq analysis are available at 10.17632/zgr9bj57r4.2. Data from ref. ^13^ were accessed at GSE180759. Data from ref. ^14^ were accessed at the Sequence Read Archive under accession number PRJNA544731. This study did not generate new or unique reagents. Source data are provided with this paper.

# Supplementary material for: IL-12 sensing in neurons induces neuroprotective CNS tissue adaptation and attenuates neuroinflammation in mice
**Source:** Nat Neurosci. 2023 Sep 25;26(10):1701–12. doi: 10.1038/s41593-023-01435-z
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | <ul style="list-style-type: none"><li>• Spectral flow cytometry: 5L Cytex® Aurora; SpectroFlo® v2 Software</li><li>• Flow cytometry:<ul style="list-style-type: none"><li>FACS Symphony A5, BD Biosciences; FACS Diva Software v9.1</li><li>LSRII Fortessa, BD Biosciences; FACS Diva Software v9</li></ul></li><li>• Fluorescence Activated Cell Sorting: BD FACSAria™ III; FACSDIVA Software v9</li><li>• Quantitative RT-PCR: CFX384 Touch Real-Time PCR Detection System (Bio-Rad)</li><li>• Western Blot: Odyssey® CLx Imager</li><li>• Confocal Laser Scanning Microscopy:<ul style="list-style-type: none"><li>- Leica STELLARIS 5 confocal microscope, equipped with 405 nm diode laser and a Leica white light laser (WLL- 485 nm to 685 nm excitation)</li><li>- Leica TCS SP5 confocal laser scanning microscope; LAS AF scan software v.4.0 (Leica Microsystems)</li></ul></li><li>• Widefield Microscopy:<ul style="list-style-type: none"><li>- Zeiss Axio Scan. Z1 Slidescanner; Zen 2 software, blue edition</li></ul></li><li>• Immunohistochemistry: Olympus BX41 light microscope with an Olympus ColorView IIIu camera</li><li>• Droplet based Single Nucleus RNA sequencing: Murine CNS nuclei were loaded onto a Chromium Single Cell 3' Chip (10X Genomics) and processed for the single-nucleus cDNA library preparation (Chromium Next GEM Single Cell 3' Reagent Kits v3.1 protocol). 50.000 reads per nucleus were sequenced using the Illumina Novaseq 6000 #1 platform according to the manufacturer's instructions without modifications (R1= 28, i7= 10, i5= 10, R2=90).</li><li>• Next Generation Sequencing: Novaseq 6000 (Illumina, Inc, California, USA)</li><li>• Protein concentration and ELISA analysis: Photometer Tecan Infinite®200M</li></ul> |
| Data analysis   | <ul style="list-style-type: none"><li>• R version 4.0.1 was used in Rstudio 4.0.1 for downstream data analyses. FlowJo software (version 10.8.0, Tree Star Inc.) was used for</li></ul>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |

## Data analysis

manual gating and data pre-processing. CellRanger v6.0.2 (snRNAseq) and STAR aligner v2.7.8a (bulk RNAseq) were used to process raw sequencing reads. For downstream analysis the following packages were used as indicated in the respective methods section of the manuscript: umap (v0.2.7.0), FlowSOM (v 2.6.0), ggplot2 (v.3.3.5), pheatmap (v1.0.12), Seurat (v4.0), SCANPY (v1.8.2), stats (v4.0.1), edgeR (v3.40.2), DEseq2 (v1.38.3).

- GraphPad Prism v9 (GraphPad Software, Inc.) was used for visualization and statistical analysis of clinical EAE data, RT-qPCR data and manually gated flow cytometry data (only for bone-marrow chimera flow cytometry data).
- Imaris imaging software v9.9 (Bitplane, Zurich, Switzerland) was used for image processing and merging. Quantitative histopathological analysis was performed using Ilastik (v1.3.3) and Fiji. Western blot images were processed and analyzed using ImageJ (v1.53t).

No custom software has been developed during this study. Open source packages and libraries and corresponding versions that have been utilized during the computational analysis are described in the method section of the manuscript and the reporting summary. Notebooks used for the analysis are available upon request.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All raw sequencing data generated in this study have been deposited at NCBI's Gene Expression Omnibus (GEO) repository and are accessible through GEO Series accession number GSE236464 (Next Generation Sequencing) and GSE236540 (snRNA-seq).

The raw count file and steps to reproduce the NGS analysis are available at <https://data.mendeley.com/datasets/rh4zjz8vt3/1>.

Raw snRNA-seq counts, including relevant metadata and steps to reproduce the snRNA-seq analysis are available at <https://doi.org/10.17632/zgr9bj57r4.2>.

Data from Absinta et al., 2021 were accessed at GSE180759.

Data from Schirmer et al., 2019 were accessed at SRA accession number PRJNA544731.

All other data are available in the main text or the supplementary materials.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Sex and gender information has not been collected and does not influence the results.

Population characteristics

Post-mortem sections from three patients with Multiple Sclerosis were obtained from the archives of the Institute of Neuropathology at the University Hospital Zurich, Switzerland

The MS patients (n=3) whose brain tissue samples were examined were all females, and between 64 - 68 years of age. The year of MS diagnosis was in the 1970's (n=2) and in the early 1990's (n=1), respectively. One secondary-progressive MS patient was previously treated with interferons and mitoxantrone, but not at the time of death. For the two other patients (with chronic MS lesions/ chronic-progressive MS course) there was no specific MS treatment documented in the autopsy report. Autopsies were performed between 2016 – 2017, and causes of death were documented as: acute hypoxic brain injury, aortic dissection and pneumonia.

Recruitment

No donors were recruited. Informed consent for autopsy was given by the next-of-kin in all cases.

Ethics oversight

Case series do not need institutional review board approval according to Swiss legislation.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | <p>For the sample size calculation we used an alpha = 0.05 and a power of 0.8. We used data from previous experiments for the mean and Standard deviation to calculate the standardized effect size using G Power. We determined the required sample size to be able to see a 30% difference in the cumulative score (AUC) for disease course and 70% by qPCR/ gene expression for assessing the targeting efficacy/specificity of our strains.</p> <p>snRNA-seq: More than 10,000 nuclei (n=4) per sample were sequenced (10X Genomics). Details are provided in the respective text, figure legends and methods section.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Data exclusions | <p>No animals were excluded from downstream analysis.</p> <p>For spectral flow cytometry, we pregated on single, live CD45+ cells for downstream analysis in R studio.</p> <p>For single nucleus RNA sequencing data analysis, nuclei exclusion was done on the basis of QC and is described in detail in the methods.</p> <p>Initially, snRNA seq data of a NestinCre_II12rb2fl mouse and II12rb2fl control has been generated during steady state. However, as initial analyses showed no marked differences between nuclei derived from both genotypes, we excluded steady state data from the manuscript and repeated the sequencing for EAE only.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Replication     | <p>All experiments (except targeting experiments) were performed at least twice. The precise number of experiments is indicated in the figure legends.</p> <p>Bulk RNAseq of primary murine neuronal cultures was performed in n=5 replicates per group.</p> <p>snRNA-seq: We performed three independent sequencing experiments and successfully sequenced 11 samples.</p> <p>The first experiment included two samples: II12rb2fl_naive and NestinCre_II12rb2fl_naive. The second experiment included three samples: II12rb2fl_EAE, NestinCre_II12rb2fl_EAE and II12rb2_naive_AUG. Sample II12rb2_naive_AUG was only an internal control to assess reproducibility and batch effects between the two sequencing experiments and is excluded from the final visualizations displayed in our manuscript.</p> <p>Since initial analyses indicated that genotype differences were predominantly present in early onset EAE, we performed the validation only for EAE samples and excluded the initial steady state data from the manuscript.</p> <p>The third experiment included six samples: II12rb2fl/fl EAE (n=3) and NestinCreII12rb2fl/fl (n=3) EAE.</p> <p>Across the manuscript we only refer to the two batches of EAE samples (steady state samples were not included in the analysis).</p> |
| Randomization   | <p>Unless otherwise stated, we compare genetically modified and littermate control mice which have been weaned and randomly allocated to their housing cages by animal caretakers who are not involved in the experimental planning. The distribution of the genotype is determined by the Mendelian ratio (assumed to be the case for all strains) and selection for the experimental cohort was not influenced by the researcher, thereby randomized. Simultaneously, mice of different genotypes are randomly cohoused - controlling for environmental bias e.g. genotype specific microbiome. Data collection was randomized using a computer randomization process (R).</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Blinding        | <p>Data collection and analysis of all experiments was performed in a blinded manner.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

### Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>Spectral Flow Cytometry: CD8 (#564920, BD Biosciences, clone 53-6.7, BUV805, dilution 1:100), CD274 (#124311, Biolegend, clone 10F.9G2, APC, dilution 1:200), CD274 (#25-5982-82, eBioscience, clone MIH5, PE-Cy7, dilution 1:500), CD45R (#552094, BD Biosciences, clone RA3-6B2, APC-Cy7, dilution 1:200), CD38 (#102714, Biolegend, clone 90, AF488, dilution 1:300), Granzyme B (#515406, Biolegend, clone GB11, AF647, dilution 1:100), I-A / I-E (#107622, Biolegend, clone M5/114.15.2, AF700, dilution 1:400), Siglec-F (#564514, BD Biosciences, clone E50-2440, BB515, dilution 1:400), NK1.1 (#566502, BD Biosciences, clone PK136, BB700,</p> |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

dilution 1:100), CD45 (#564279, BD Biosciences, clone 30-F11, BUV395, dilution 1:200), CD4 (#564667, BD Biosciences, clone GK1.5, BUV496, dilution 1:200), Ly6G (#565707, BD Biosciences, clone 1A8, BUV563, dilution 1:100), CD19 (#565076, BD Biosciences, clone 1D3, BUV661, dilution 1:200), CD44 (#612799, BD Biosciences, clone IM7, BUV737, dilution 1:200), CD64 (#139309, Biolegend, clone X54-5/7.1, BV421, dilution 1:100), Ki67 (#566109, BD Biosciences, clone B56, BV480, dilution 1:100), Ki67 (#652420, Biolegend, clone 16A8, AF700, dilution 1:200), F4/80 (#MCA497A488, AbD Serotec, clone BM8, BV510, dilution 1:50), F4/80 (#MCA497A488, AbD Serotec, clone Cl:A3-1, AF647, dilution 1:200), CD62L (#104433, Biolegend, clone MEL-14, BV570, dilution 1:100), CX3CR1 (#149027, Biolegend, clone SA011F11, BV605, dilution 1:400), CD11b (#101239, Biolegend, clone M1/70, BV650 dilution 1:400), Ly-6C (#128037, Biolegend, clone HK1.4, BV711, dilution 1:400), MerTK (#78-5751-82, eBioscience, clone DS5MMER, SuperBright780, dilution 1:50), CD103 (#121406, Biolegend, clone 2E7, PE, 1:100), TCR beta chain (#109209, Biolegend, clone H57-597, PE-Cy5, dilution 1:400), CD11c (#35-0114-82, eBioscience, clone N418, PE-Cy5.5, 1:400), CD49d (#103618, Biolegend, clone R1-2, PE-Cy7, dilution 1:100), Foxp3 (#61-5773-82, eBioscience, clone FJK-16s, PE-eFlour610, dilution 1:200), CD90.2 (#105324, Biolegend, clone 30-H12, Pacific Blue, dilution 1:200), TCRγδ (#46-5711-82, eBioscience, clone GL3, PerCP-eFlour710, dilution 1:100), CD88 (#135811, Biolegend, clone 20/70, Biotin, dilution 1:200), Arginase-1 (#17-3697-82, Invitrogen, clone A1exF5, APC, dilution 1:200), IL-1 beta Pro-form (#12-7114-82, eBioscience, clone NJTEN3, PE, dilution 1:200), CD14 (#64-0141-82, Invitrogen, clone Sa2-B, SuperBright 645, dilution 1:200), CD49b (#108918, Biolegend, clone DX5, Pacific Blue, dilution 1:200), Streptavidin (#564923, BD Biosciences, BUV805- conjugated, dilution 1:200), NKp46 (#46-3351-82, eBioscience, clone 29A1.4 PerCP-eFlour710, dilution 1:200), NK1.1 (#108749, Biolegend, clone PK136, BV785, dilution 1:200), Ly-6C (#553104, BD Biosciences, clone AL-21, FITC, dilution 1:400), CD11c (#117308, Biolegend, clone N418, PE, dilution 1:200), CD45R (#562290, BD Biosciences, clone RA3-6B2, PE-CF594, dilution 1:400), F4/80 (123112#, Biolegend, clone BM8, PE-Cy5, dilution 1:400).

Dead cell exclusion: Fixable Viability Kit (Near-IR staining, dilution 1:1000, Biolegend)

Cell-sorting: CD45 (#103126, Biolegend, clone 30-F11, Pacific Blue, dilution 1:600), CD11b (#101263, Biolegend, clone M1/70, BV510, dilution 1:400), CD44 (#103049, Biolegend, clone IM7, BV650, dilution 1:400), CX3CR1 (#149027, Biolegend, clone SA011F11, BV605, dilution 1:400), LY6C (#128037, Biolegend, clone HK1.4, BV711, dilution 1:400), LY6G (#127606, Biolegend, clone 1A8, FITC, dilution 1:400), NK1.1 (#25-5941-82, eBioscience, clone PK136, PE-Cy7, dilution 1:400), O4 (#130-117-711, Miltenyi, clone REA576, PE, dilution 1:25), ACSA-2 (#130-116-245, Miltenyi, REA969, APC, dilution 1:25), CD88 (#135811, Biolegend, clone 20/70, Biotin, dilution 1:200), F4/80 (#MCA497A488, AbD Serotec, clone Cl:A3-1, AF647, dilution 1:200), CD140a (#135911, Biolegend, clone APA5, PE-Cy7, dilution 1:400), TER119 (#17-5921-81, Biolegend, clone Ter-119, APC, dilution 1:200), CD3 (#100236, Biolegend, clone 17A2, APC, dilution 1:200), CD31 (#102507, Biolegend, clone MEC13.3, PE, dilution 1:200), CD31 (#102427, Biolegend, clone 390, BV605, dilution 1:400), CD4 (#100548, Biolegend, RM4-5, BV605, dilution 1:400), Streptavidin (#557598, BD Biosciences, PE-Cy7- conjugated, dilution 1:400), GalC (#FCMAB312F, Milli-Mark, FITC, clone mGalC, dilution 1:10).

Dead cell exclusion: Fixable Viability Kit (Near-IR staining, dilution 1:500, Biolegend).

Mouse immunofluorescence: rat anti-GFAP (#13-0300, Thermo Fisher Scientific; 1:400), rabbit anti-Calbindin (##ab108404, clone EP3478, Abcam; 1:500), mouse anti-NeuN (#MAB377, clone A60, Chemikon 1:500), mouse CC1 Anti-APC (Ab-7) (#OP80-100UG, Merck), mouse anti-Olig2 (#66513-1-IG, Thermo Fisher Scientific; 1:200), rabbit-anti-beta galactosidase (#559761, MP Biomedicals; 1:5000 or former Cappel codice 559762 (Rabbit IgG)), rabbit anti-Iba1 (#019-19741, Wako; 1:200) and FluoroMyelin™ Green Fluorescent Myelin Stain (#F34651, 1:200, Thermo Fisher Scientific).

Fluorochrome - conjugated secondary antibodies: goat anti-mouse/anti-rabbit/anti-rat, streptavidin etc, conjugated to AlexaFluor 488, 594, 633, 647, all purchased from ThermoFisher Scientific; 1:500

Human immunohistochemistry: rabbit anti-IL-12Rβ2 (#NBP1-85983, Novus Biologicals; 1:1000), rabbit IgG purified (#PP64-10 KC, Merck; 0.7μg/ml) and anti-NeuN (#MAB377, clone A60, Chemikon 1:100).

Human immunofluorescence: rabbit anti-IL-12Rβ2 (#NBP1-85983, Novus Biologicals, 1:1000), mouse anti-Map2 (#M4403, Sigma, clone HM-2, 1:100)

Fluorochrome - conjugated secondary antibodies: anti-rabbit AlexaFluor-555 and anti-mouse AlexaFluor-488 (all purchased from ThermoFisher Scientific; 1:250)

Western Blot: Cell Signaling: rabbit anti-mouse Stat4 #2653, 1:2000; rabbit anti-mouse Phospho-Stat4-Tyr693 #4134, 1:2000; mouse monoclonal anti-actin, #MAB1501, Merck, 1:5000;

Goat Anti-Rabbit IgG H&L (HRP) (#ab6721, Abcam; 1:20,000);

Alexa Fluor® 680 AffiniPure Donkey Anti-Mouse IgG (H+L) (#715-625-151, Jackson ImmunoResearch; 1:10,000)

Fluorescence Activated Nuclei Sorting: NeuN (#ab190195, Abcam; 1:200); Olig2 (ab225100, Abcam; 1:200); Hoechst dye (#H3570, Thermo Fisher Scientific)

NK cell depletion: anti-NK1.1 mAb (# BP0036, clone PK136, BioXcell)

## Validation

All antibodies used in our study are commercially available and validated by the manufacturer

(<https://www.biolegend.com/en-us/quality/quality-control>;

<https://www.thermofisher.com/ch/en/home/life-science/antibodies/invitrogen-antibody-validation.html>;

<https://www.bdbiosciences.com/en-eu/products/reagents/flow-cytometry-reagents>;

<https://www.miltenyibiotec.com/CH-en/products/mac-s-antibodies/Antibody-production-development-and-quality-control.html>).

All primary antibodies for mouse and human immunofluorescence are commercially available and validated by the manufacturer (<https://www.thermofisher.com/ch/en/home/life-science/antibodies/invitrogen-antibody-validation.html>;

<https://www.abcam.com/primary-antibodies/how-we-validate-our-antibodies>;

<https://www.merckmillipore.com/CH/de/life-science-research/antibodies-assays/antibodies-overview/Antibody-Development-and-Validation/cFOb.qB.8McAAAFOb64qQvSS.nav>;

<https://www.novusbio.com/5-pillars-validation>;

<https://labchem-wako.fujifilm.com/us/product/detail/W01W0101-1974.html>;

<https://www.mpbio.com/ca/rabbit-igg-fraction-to-beta-galactosidase#documents> and <https://www.mpbio.com/ca/coa/>)

For mouse and human immunofluorescence, staining with secondary antibody alone was used as a negative control in order to rule

out non-specific staining. Labeling was compared to the staining patterns reported by the manufacturer.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

Species: *Mus musculus*. Strains: Knockout-first (promoter-driven) *Il12rb2fl/fl* and *Il12rb2LacZ* mice were generated at the Institute of Laboratory Animal Science (LTK) of the University of Zurich. *B6.C-Tg(CMV-Cre)1Cgn/J* (The Jackson Laboratory, #006054); *B6.Cg-Tg(Nes-cre)1Kln/J* (The Jackson Laboratory, #003771); *B6.Cg-Tg(Vav1-icre)1Kio* (The Jackson Laboratory, #008610); *B6.Cg-Tg(Cd4-cre)1Cwi/BfluJ* (The Jackson Laboratory, #017336); *Ncr1Cre* mice were kindly provided by E. Vivier. *Tg(Plp1-cre/ERT)Pop107* (The Jackson Laboratory, #005975).

All transgenic mouse strains were bred in-house and C57BL/6 wild type mice were purchased from Janvier. Age- and sex-matched (male and female) 8 to 12 week-old mice were used for all experiments. All animals were housed in conditions of 22°C and 45-65% humidity with 12 hours light cycle.

### Wild animals

not used

### Reporting on sex

Both male and female mice were used for experiments.

### Field-collected samples

not used

### Ethics oversight

All procedures were reviewed and approved by the Swiss Veterinary Office and performed according to institutional and federal guidelines.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Isolation of immune cells and neural cells from the adult mouse CNS : Mice were sacrificed through CO2 asphyxiation and transcardially perfused with ice-cold PBS. Whole brain and spinal cord were isolated, cut into small pieces and digested with 0.4 mg/ml Collagenase IV (#9001-12-1, Sigma-Aldrich) and 0.2 mg/ml deoxyribonuclease I (DNase I) (#E1010, Luzerna) in HBSS (with Ca2+ and Mg2+) (#14025-050, Gibco) for 40 min at 37°C. The digested tissue was then mechanically dissociated using a 19-gauge needle and filtered through a 100 µm cell strainer (800100, Bioswisstec). CNS single-cell suspensions were further enriched by 30 % Percoll® (P4937, GE Healthcare) gradient centrifugation (1590 g, 30 min, at 4°C, with no brakes). To enrich for and improve oligodendrocyte viability for downstream FACS-sorting and RNA isolation CNS tissue was subjected to enzymatic digestion using papain (#LS003126, Worthington) for 30 min at 37°C and the enzymatic reaction stopped with ovomucoid trypsin inhibitor (#LS003086, Worthington). Myelin debris was removed by 30% Percoll® (P4937, GE Healthcare) gradient centrifugation.

Single nuclei suspensions: Mouse cerebellum and brainstem (of one brain hemisphere) and cervical spinal cord (C1-C2) were harvested from adult male mice (8-12 weeks old) and immediately snap-frozen in liquid nitrogen and stored at -80°C until further processing. Nuclei were isolated with the EZ PREP lysis buffer (#NUC-101, Sigma). Tissue samples were homogenized using a glass dounce tissue grinder (#D8938, Sigma) (25 strokes with pastel A, 25 strokes with pastel B) in 2 ml of ice-cold EZ prep lysis buffer and incubated on ice with an additional 2 ml of ice-cold EZ PREP lysis buffer. During incubation, 1 µM of Hoechst (#H3570, Thermo Fisher Scientific) dye and 40 U/µl of RiboLock inhibitors (#EO0382, Thermo Fisher Scientific) were added to the homogenate. Following incubation, the homogenate was filtered through a 30 µm FACS tube filter. Nuclei were sorted based on the fluorescent Hoechst signal using a BD FACS Aria sorter III with an 85 µm nozzle configuration at 40C, directly into PBS + 4% BSA + RiboLock inhibitors (40 U/µl) (Cat # EO0382).

Isolation of adult murine splenocytes: Spleens from steady-state mice were directly mashed through a 70 µm filter, without any prior digestion. Cells were washed once with 1x PBS (1500 rpm, 10 min, at 4°C) and the cell pellet was resuspended in RBC lysis buffer (NH4Cl 8.3mg/mL, KHCO3 1.1mg/mL, EDTA 0.37mg/mL) to lyse erythrocytes. After lysis, cells were washed once and re-filtered.

#### Instrument

Spectral flow cytometry: 5L Cytex® Aurora; SpectroFlo® v2 Software;  
Fluorescence Activated Cell Sorting: BD FACSAria™ III

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|---------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Software                  | Spectral flow cytometry: SpectroFlo® v2 Software;<br>Fluorescence Activated Cell Sorting: BD FACSDIVA Software                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Cell population abundance | Abundance is reported in Figures 1, 3 and 4 and Extended Data Figure 3. Sorting was performed with the "Purity" mask, thus purity of all sorted populations is >95%.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Gating strategy           | <p>Spectral flow cytometry: cells were gated on FSC-A and SSC-A to remove debris; doublets were excluded by FSC- Area vs. FSC- Height gating. Dead cells were excluded using a Fixable Viability Kit (Near-IR staining, Biolegend). We manually pre-gated on single, live CD45+ cells and proceeded with high dimensional data analysis in R studio, as described above.</p> <p>For manual gating of bone marrow chimeras data we applied the following gating strategy for the depicted populations:<br/> CD4+ T cells: CD45+ CD44+ CX3CR1- LY6G- LY6C- CD11b- TCRbeta+ CD8- CD4+<br/> Monocyte derived cells (MDCs): CD45+ CD44+ CX3CR1- LY6G- TCRbeta- NK1.1- SiglecF- CD11b+ LY6C+MHCII+</p> <p>Single nuclei suspensions: As CNS nuclei vary strongly in size, no doublet exclusion was performed based on FSC or SSC to avoid bias against nucleus size. Nuclei were sorted based on the fluorescent Hoechst+ signal.<br/> - neuronal nuclei: Hoechst+NeuN+ nuclei were sorted without doublet exclusion<br/> - oligodendrocyte nuclei: Hoechst+Olig2+ were sorted without doublet exclusion</p> <p>RT-qPCR data: Gating strategies for sorting of CNS resident cell populations (assessing targeting efficiency and specificity or Il12rb1 and Il12rb2 expression) are not shown, but described in the respective figure legends.<br/> - immune cell populations: we pre-gated on single, live CD45+ cells<br/> - neuroectodermal CNS populations: we pre-gated on single, live, CD45- cells</p> <p>We applied the following gating strategy to determine the NK cell depletion efficiency (we pre-gated on single, live cells)<br/> - CNS: NK cells (CD45+CD4-CD8-CD3-B220-Ly6G-CD44+CXCR1-CD49b+)<br/> - Spleen: NK cells (CD45+CD4-CD8-CD3-B220-Ly6G- CD49b+)<br/> Gating strategies are not shown, but provided in the respective figure legends</p> |

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

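The data are bulk RNA-seq of 15 cultures of dissociated mouse cerebellar cells: 5 unstimulated, 5 with 30 ng ml-1 IL-12 and 5 with 100 ng ml-1 IL-12 for 18 h from day 14 in vitro. The other data of the study were not analysed here. According to the methods, the authors aligned the reads with STAR, counted them per gene with FeatureCounts on GENCODE release M26, and used edgeR, DESeq2, CEMiTool and hallmark gene sets of MSigDB. The values used here are of another kind. For each culture they give the length, effective length, estimated count and TPM of 121798 transcripts, in the layout of a pseudoalignment program that the paper's text does not name. Counts per gene, which the plan of the comparisons had assumed, had to be made from these estimated counts. The paper also names a file of raw counts in another repository, which was not used here. In unstimulated replicate 1, 42.9% of the estimates are whole numbers, and for 15210 transcripts the effective length exceeds the length in at least 1 culture.

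The estimated counts were summed to genes by transcript identifier with GENCODE release M39 on GRCm39, which matched 120537 transcripts (99.0%), and rounded. Unmatched transcripts were left out. Reads shared between paralogs, pseudogenes and genes overlapping on opposite strands are divided by the program that made the estimates, which limits the values of genes such as *Tpi1*, *Pgam1*, *Pkm* and the *Serpina3* family. Mitochondrial transcripts held 3.35% to 4.14% of the reads. The tools were R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0 (as the source of Reactome sets), and Python 3.11.15.

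Genes with at least 1 CPM in at least 2 cultures were kept, scaled with TMM and tested with edgeR's quasi-likelihood test in 1 model of the 3 groups, with comparisons of 100 ng ml-1 against unstimulated, 30 ng ml-1 against unstimulated, 100 against 30 ng ml-1, and the mean of both concentrations against unstimulated. A gene was called at a Benjamini-Hochberg FDR under 0.05, and for the paper's thresholds at an unadjusted p of at most 0.01 with a log2 fold change of at least 0.5 in either direction. CPM are scaled with TMM, and an FDR of a gene is from edgeR unless another tool is named. The standard error of a log2 fold change is its size divided by the square root of the F statistic of edgeR's test. Depth and dispersion were used to simulate counts in which 200 genes changed. Simulated counts served to test the calls of edgeR and DESeq2, the share of genes changed further at 100 ng ml-1, camera, fry and the coexpression groups. In simulated groups without a change, 0 genes were called. All of the recovered genes (100%) had the right sign.

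Principal components used the 500 most variable genes after DESeq2's variance-stabilizing transformation. In every fit, the sign of PC1 was set so that stimulated cultures lay above unstimulated ones on average. The sign of PC2 was set so that 100 lay above 30 ng ml-1. These 2 directions are therefore no result, while the sizes of the differences and their two-sided tests do not depend on the sign. Coexpression groups came from Ward clustering of the most variable 25% of the genes into 10 groups. Differences of single values between groups were tested by exact permutation of the cultures, for which 0.00794 is the smallest p with 5 cultures against 5. Correlations were tested with 1e+05 permutations. Lists of genes were tested with limma's camera with a correlation of 0.01, on log2 CPM with a prior count of 2, with adjustment over 18 lists, and again with fry and with camera's estimated correlation. The lists are glycolytic enzymes, hypoxia-inducible genes, mTORC1-responsive metabolic genes, NF-kB-responsive, STAT3-responsive, interferon-gamma-responsive and type I interferon-responsive genes, the hyperinflammatory signature, the trafficking chemokines and the IL-12-dependent neuronal genes of the paper's snRNA-seq, immediate early genes, and markers of microglia, astrocytes, the oligodendrocyte lineage, cerebellar neurons, fibroblasts and meninges, endothelium, and T and NK cells. They were written from general knowledge and the paper. The genes reported by name are those labelled in Fig. 5h, the hubs of Fig. 5i, genes of the IL-12 receptor and its signaling (*Il12rb1*, *Il12rb2*, *Stat4*, *Jak2* and *Tyk2*), and the 5 largest rises and 5 largest falls at 100 ng ml-1 among protein-coding genes with an FDR under 0.05, a mean of at least 1 CPM and every stimulated culture beyond every unstimulated culture.

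The groups, comparisons, tests, lists, the rule for named genes and most alternatives were set before the data were examined. These alternatives were DESeq2, RLE factors, library size alone, no filter on low counts, at least 10 counts in every culture, the likelihood-ratio test, only the groups compared, other thresholds, the replicate number as an additive term, each culture left out in turn, other numbers of genes and log2 CPM for the components, 5 or 20 groups and average linkage for coexpression, fry, an estimated correlation and Reactome sets for the lists. Corrections for GC content and for length, the paper's p without a fold threshold, an FDR under 0.05 without a fold threshold, linkage on the size of the correlation, and exact tests of the mean level of a list were added after the data had been seen. The replicate number does not name a shared preparation in the text of the paper, and cultures with the same number were no more alike than others (median correlation -0.019 over 15 pairs), so it was not part of the model. No culture was left out.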

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

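The tests of sequencing depth, of a smaller share of microglia, and of the NF-kB-responsive genes and microglia markers in other splits of the cultures were chosen only after the result was seen.

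In 13 of 141 groups of 5 cultures, a single culture stood apart from the other 4 by a large part of the range of its group, where 7.05 are expected by chance. They fell on 8 cultures. At 100 ng ml-1 these were replicate 2 for *Egr1* (5.712 CPM against 3.008 to 3.633 in the others), replicate 3 for *Lif* (27.05 against 18.74 to 20.87), replicate 1 for *Esm1* (14.54 against 12.54 to 12.82) and replicate 5 for *Il12rb1* (1.166 against 0.8216 to 0.8748). Among unstimulated cultures, replicate 2 was apart for *Tnf* (8.569 against 9.981 to 10.56), *Slc16a3* (51.09 against 64.1 to 67.12) and *Minar1* (10.04 against 11.58 to 11.96). Replicate 1 was apart for *Fpr1* (1.019 against 0.8246 to 0.8789), *Jak2* (64.09 against 55.84 to 57.94) and its number of reads (38435850 against 26473173 to 28643000), and replicate 4 for *Tyk2* (42.63 against 34.13 to 36.42) and *Ccr1* (8.891 against 3.298 to 4.638). With 30 ng ml-1, replicate 3 was apart for *Marco* (7.897 against 12.5 to 13.1). Without the culture that stood apart, the log2 fold change at 100 ng ml-1 was -0.77 (FDR = 0.00778) for *Egr1*, 0.27 (FDR = 0.152) for *Lif*, 0.99 (FDR = 9.43e-06) for *Esm1*, -0.31 (FDR = 0.388) for *Il12rb1* and -0.97 (FDR = 0.00504) for *Ccr1*. At 30 ng ml-1 it was -0.65 (FDR = 0.0532) for *Ccr1*, 1.18 (FDR = 0.000773) for *Marco* and 0.02 (FDR = 0.85) for *Tyk2*, which fell in the fit of all cultures. The larger number of reads of unstimulated replicate 1 is scaled out of CPM. For replicate 2 at 100 ng ml-1, a trend of the library with GC content may add to its distance from the others: its levels changed by -0.178 on the log2 scale per 10 points of GC content, against -0.095 to 0.133 in the other cultures, and over the 15 cultures this slope went with the largest axis of spread within groups (r = -0.813). No biological explanation was tested for single cultures, since the design gives none.

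Between the concentrations, 89 genes differed. Of these, 69 were also called at 100 ng ml-1 against unstimulated cultures. Other splits of the same 10 cultures argue against a grouping by chance: 2 of 100 splits drawn gave as many genes, the real one among them. The other gave 429 genes and exchanges replicate 4 at 30 ng ml-1 with replicate 2 at 100 ng ml-1. A difference in sequencing depth is argued against by libraries thinned to 25569734 reads, in which 90 genes differed and the difference on PC2 was 4.273 (exact p = 0.00794). After removal of a trend with GC content, 127 genes differed, of which 88 were among the 89. In the same comparison, the mean log2 level of 4 lists was higher at 100 ng ml-1: NF-kB-responsive genes by 0.217 (exact p = 0.00794), fibroblast and meningeal markers by 0.207 (exact p = 0.0159), microglia markers by 0.286 (exact p = 0.0238) and T and NK cell markers by 0.265 (exact p = 0.0397). With 18 lists tested, 0.9 such results are expected by chance, and the adjusted p was 0.143, 0.143, 0.143 and 0.179. The first of these decides nothing, since 0.143 is what the smallest exact p gives for a single list out of 18. The NF-kB-responsive genes were past the threshold by fry (adjusted p = 0.00066) and by camera with an estimated correlation (0.0146). Only 4 T and NK cell markers were tested, so this list says little. For the NF-kB-responsive genes, 1 of 100 splits gave a median as far from 0, the real one. The microglia markers were lower at 30 ng ml-1 than in unstimulated cultures, by a median of -0.42 with 15 of 15 lower, and 3 of 100 splits gave a median as far from 0. They passed by camera (adjusted p = 2.72e-13) and fry (0.0135), but 11 of 100 splits gave a camera p as small. Camera with an estimated correlation (0.129) and the exact test of their mean level (p = 0.0238, adjusted p = 0.0612) did not call them. A smaller share of microglia in the cultures with 30 ng ml-1 may underlie the lower markers: it predicts a similar change of all markers, and 264 of 10000 random lists had a spread as small (SD 0.074, against a median of 0.142). A change of these genes within microglia stays open, as does an effect of the concentration itself, which no further test addressed.

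Of the 5 largest rises and 5 largest falls, 6 genes are outside those the paper discusses. *Marco* rose by 2.50 on the log2 scale at 100 ng ml-1 (FDR = 4.82e-08), from 5.64 ± 1.77 CPM (SD, n = 5) to 31.8 ± 3.61 CPM (SD, n = 5), and *Acod1* rose by 2.40 (FDR = 2.74e-09), from 3.22 ± 0.672 CPM (SD, n = 5) to 17.2 ± 2.24 CPM (SD, n = 5). The log2 fold change was -1.376 for *Prelid2* (FDR = 0.000251, with 22 to 115 reads per culture), -1.291 for *Cd28* (FDR = 0.00022), -1.277 for *Ccr1* (FDR = 0.00367) and -1.022 for *Minar1* (FDR = 1.58e-05). For each of the 6, all 5 cultures were beyond all unstimulated ones, which the rule that picked these genes requires, together with an FDR under 0.05. The FDR at 100 ng ml-1 stayed under 0.05 over 25 alternative settings, with the highest at 0.0136 for *Ccr1*. These settings included other scalings of the libraries and corrections for GC content and length. Reads shared with paralogs were not tested. For *Marco* and *Acod1*, a larger share of microglia is argued against by the microglia markers, whose median at 100 ng ml-1 was -0.128. A response to IL-12, direct or through other cells of the culture, stays open as a hypothesis.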

How the results depend on the processing

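The alternatives that correct for GC content or length, the thresholds without a fold change, and linkage on the size of the correlation were chosen after seeing the data, and no alternative planned was left out. For changed values, the cause was not tested unless it is given.

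The fall of the hypoxia-inducible genes at 100 ng ml-1 kept its direction and stayed past the threshold under each alternative run, with an adjusted p from 1.44e-39 without replicate 4 at 30 ng ml-1 to 5.97e-21 without replicate 2 at 100 ng ml-1 across the 15 fits that each left out 1 culture. The fall of the glycolytic enzymes did so except with an estimated correlation between genes (0.132), and ranged from 1.03e-12 to 2.85e-05 over the same fits. The mTORC1-responsive genes passed the threshold at 30 ng ml-1 (0.0276) and after removal of a trend with GC content (0.0493), and ranged from 0.046 without unstimulated replicate 3 to 0.146, with 0.0473 without replicate 1 at 100 ng ml-1. At 30 ng ml-1, a camera p as small arose in 31 of 100 splits. The number of lists past the threshold at 100 ng ml-1 fell from 7 to 4 with an estimated correlation, and ranged from 6 to 12, the latter without unstimulated replicate 3.

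The number of genes between the concentrations rose from 89 to 247 with DESeq2 and 253 with the likelihood-ratio test, which held 88 and 89 of the 89. The share of these genes higher at 100 ng ml-1 was 72.5% and 74.3%, against 86.5% of the 89. With the correction for length, 906 genes changed at 100 ng ml-1, 776 at 30 ng ml-1 and 1206 in the mean of both. With only the groups compared in the fit, 946 changed at 100 ng ml-1, of which 939 were among the 1500, and 1536 at 30 ng ml-1, of which 1146 were among the 1209. An FDR under 0.01, stricter by construction, gave 527 genes at 100 ng ml-1, 404 at 30 ng ml-1, 35 between the concentrations and 704 in the mean of both, and an added fold threshold of 0.5 on the log2 scale gave 278, 204, 36 and 222. At the paper's thresholds, 361 genes were called without a filter on low counts, where more genes are tested, and without a fold threshold 2254 at the same p and 1832 at an FDR under 0.05. The replicate number as an additive term gave 1169, 1081, 69, 1601 and 232 genes in the order 100 ng ml-1, 30 ng ml-1, between them, mean of both, and paper's thresholds. Library size alone moved the share of rises at 30 ng ml-1 from 52.9% to 63.1%, and the median of all genes by at most 0.021.

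Leaving out 1 culture gave 940 to 2932 genes at 100 ng ml-1, the highest without replicate 2 at this concentration and the lower ones without unstimulated replicate 5 (940) or 1 (946) and without replicate 3 (949) or 1 (953) at 100 ng ml-1. At 30 ng ml-1 the range was 673 to 1668, with 673 and 794 without unstimulated replicates 3 and 4, and 740 and 754 without replicates 1 and 5 at 30 ng ml-1. Between the concentrations it was 38 to 147, with 38 and 55 without replicates 5 and 1 at 30 ng ml-1, 147 without replicate 2 at 100 ng ml-1, and 56, 53 and 58 without its replicates 1, 4 and 5. In the mean of both it was 1203 without unstimulated replicate 5 (1219 without replicate 3) to 2837 without replicate 2 at 100 ng ml-1. The number at the paper's thresholds was steadier, at 213 to 284. Smaller groups have less power, but the rise without replicate 2 at 100 ng ml-1 is not explained by that. The share of genes changed further at 100 ng ml-1 ranged from 46.01% to 64.86% and was below 50 without unstimulated replicates 1 or 2, replicates 2, 3 or 4 at 30 ng ml-1, or replicate 1 at 100 ng ml-1.

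The score differences on the principal components were the least stable. Between the concentrations on PC1, the difference was -1.156 with 2000 genes, and ranged from -0.471 to 2.094 over the fits without 1 culture. It passed the exact test without unstimulated replicates 3 or 4 and without replicates 1 or 5 at 30 ng ml-1, and was negative without unstimulated replicates 1 or 2 and without replicates 1, 2 or 3 at 100 ng ml-1. On PC2 it was 6.827 with all genes, where it no longer passed (exact p = 0.0635), and ranged from 3.14 to 4.897, not passing without replicates 1 or 5 at 30 ng ml-1. At 100 ng ml-1 against unstimulated, the PC2 difference was 5.090 with 2000 genes and 14.531 with log2 CPM, passing in both (exact p = 0.0476 and 0.00794), and -0.006 with all genes. It ranged from 1.172 to 4.187 over the fits without 1 culture, passing without unstimulated replicate 1 and without replicate 1 at 100 ng ml-1. At 30 ng ml-1 it was 10.523 with log2 CPM (exact p = 0.00794) and ranged from -2.643 to -0.302. On PC1, log2 CPM gave 1.372 and 1.290, while the fits without 1 culture gave 6.074 to 7.821 at 100 ng ml-1 and 5.447 to 7.239 at 30 ng ml-1. The share of genes in coexpression groups past the threshold was 25.4% with average linkage and 0% on the size of the correlation, and ranged from 26.4% to 56.1%, with 28.5% without unstimulated replicate 1, 26.4% without its replicate 5, 27.6% without replicate 5 at 30 ng ml-1 and 27.8% without replicate 3 at 100 ng ml-1.

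Of the named genes, *Il12rb1* at 100 ng ml-1 rose by 0.128 with the correction for length. Over the fits without 1 culture, the log2 fold change at 30 ng ml-1 ranged from -0.028 to 0.118 for *Il12rb2* and from -0.06 to 0.023 for *Tyk2*, the latter rising without unstimulated replicate 4. Among lists that were not past the threshold, the direction changed with the correction for length for T and NK cell markers (adjusted p = 0.832), and at 30 ng ml-1 for the hyperinflammatory signature (0.409), fibroblast and meningeal markers (0.325) and T and NK cell markers (0.33). The interferon-gamma-responsive genes, past the threshold at 100 ng ml-1, had 0.735 and the other direction at 30 ng ml-1. Over the fits without 1 culture, the adjusted p ranged from 0.283 to 0.957 for cerebellar neuron markers, which changed direction without unstimulated replicate 3 (0.927), from 0.404 to 0.979 for astrocyte markers, without unstimulated replicate 4 (0.946), and from 0.537 to 1 for T and NK cell markers, without replicate 2 at 100 ng ml-1. Among the named genes with 1 culture left out, 1126 comparisons kept direction and side of the threshold, 30 no longer passed, 9 newly passed and 5 changed direction.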

Differences from the paper's values

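At the paper's thresholds, the paper gives 1,878 differentially expressed genes, of which 1,091 rose, against 235 and 115 here in the mean of both concentrations. None of the alternatives set before the data were examined closed the gap: they gave 160 to 361 genes and 84 to 181 that rose, and the genes past these thresholds in any comparison of 2 groups numbered 450. Settings chosen after seeing the values came within 1.5 times of the paper's: an unadjusted p of at most 0.01 without a fold threshold gave 2254 genes with 1256 rising, and an FDR under 0.05 without a fold threshold gave 1832 with 1030 rising.

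The share of the variance on the first components was close, with 27.9% on PC1 against the paper's about 29% in Fig. 5g, read by eye, and 17% on PC2 against about 17% in Fig. 5g, read by eye. With log2 CPM the share on PC1 was 14.8%.

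The paper describes a response that depends on the dose in the principal components. Here PC1 placed both concentrations apart from unstimulated cultures but not from each other (difference 0.30, exact p = 0.762), and PC2 placed 100 apart from 30 ng ml-1 (4.29, exact p = 0.00794). On PC1 the concentrations were also apart without unstimulated replicate 3 or 4 (2.09 and 1.98, exact p = 0.00794 for each) and without replicate 1 or 5 at 30 ng ml-1 (1.69 and 1.76, exact p = 0.0476 for each). With log2 CPM, PC2 placed 100 and 30 ng ml-1 above unstimulated cultures, by 14.53 and 10.52 (exact p = 0.00794 for each). It also placed 100 above 30 ng ml-1 (4.01, exact p = 0.0476), which is an order by dose. With all genes, the concentrations were not apart on PC2 (6.83, exact p = 0.0635).

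The paper states that *Lif* was induced. Here its log2 fold change was 0.46 at 30 ng ml-1 (FDR = 0.0251) and 0.37 at 100 ng ml-1 with an FDR of 0.0563. Settings that called it at 100 ng ml-1 were DESeq2 (0.0296), the likelihood-ratio test (0.0267), no filter on low counts (0.0481), the fits without unstimulated replicate 3 (0.0494), without replicate 4 at 30 ng ml-1 (0.0435) and without replicate 2 at 100 ng ml-1 (0.0305), and, chosen after seeing the values, the correction for GC content (0.0479). For *Mmp12*, which the paper states was suppressed, the FDR was 0.0018 at 100 ng ml-1 and 0.0642 at 30 ng ml-1. At 30 ng ml-1 it was called without a filter on low counts (0.0493), with the likelihood-ratio test (0.0296), with the replicate number as an additive term (0.00932), without unstimulated replicate 4 (0.0194) and without replicate 1 at 30 ng ml-1 (0.0181).

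The paper states that the module M2 was induced by IL-12. Of the 15 hubs that Fig. 5i labels, 9 fell at both concentrations, among them *Vegfa* (log2 fold change -0.57 at 100 ng ml-1), *Tpi1* (-0.62), *Slc16a3* (-1.52) and *Egr1* (-0.60, FDR = 0.0566). *Egr1* was called as lower with DESeq2 (0.024), with the likelihood-ratio test (0.0288), and without unstimulated replicate 3 (0.0283), replicate 2 at 30 ng ml-1 (0.0379) or replicate 2 at 100 ng ml-1 (0.00778). *Fgf2*, a hub that rose, was not called at 100 ng ml-1 (log2 fold change 0.24, FDR = 0.0725) but was with the likelihood-ratio test (0.0423) and, chosen after seeing the values, the correction for GC content (0.00977). Its FDR was up to 0.425 in the other settings. The paper also used qPCR in cultures with and without *Il12rb2*, from which it states that *Fgf2* and *Vegfa* depended on this receptor gene. Those qPCR values were not used here.

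The paper states that IL-12 set off the hypoxia and mTORC1 pathways, and Fig. 5j lists glycolysis. The hypoxia-inducible genes had a median log2 fold change of -0.30 at 100 ng ml-1 and the glycolytic enzymes one of -0.28. The mTORC1-responsive genes had one of 0.03 (adjusted p = 0.0851). Their mean level was higher at 100 ng ml-1 than in unstimulated cultures by an exact test chosen after seeing the values (p = 0.00794, adjusted p = 0.0204). By camera they passed the threshold at 30 ng ml-1 (0.0276), without unstimulated replicate 3 (0.046), without replicate 1 at 100 ng ml-1 (0.0473) and, chosen after seeing the values, with the correction for GC content (0.0493). With an estimated correlation they did not pass (0.521 at 100 and 0.325 at 30 ng ml-1). This list of 20 genes was written in place of the hallmark set. It holds 0 of the genes labelled in Fig. 5h and 5i and shares 0 with the other lists. Its values therefore do not test the overrepresentation in Fig. 5j. The pass at 30 ng ml-1 is weak, since 31 of 100 splits gave a camera p as small.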

Other observations

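Of the tests here, those of other splits of the cultures (except for the number of lists by fry) and those of GC content in the libraries (except for the slopes without 1 culture) were written before the result was seen, and the other tests were chosen only after the result was seen.

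Among genes of the IL-12 receptor and its signaling, 0 of 4 tested were called at 100 ng ml-1, with 1 at an unadjusted p under 0.05. *Il12rb2* had a log2 fold change of 0.25 at 100 ng ml-1 (FDR = 0.184 from edgeR), at 3.70 CPM in unstimulated cultures and 4.40 CPM at 100 ng ml-1, *Il12rb1* -0.20 (FDR = 0.562), *Jak2* -0.07 (FDR = 0.509) and *Tyk2* 0.08 (FDR = 0.398). *Stat4* had 0 to 6 reads per culture and was not tested, and *Ifng* had 0 to 1, *Il12a* 0 to 3, *Il12b* 0 to 1, *Il1b* 6 to 32, *Il6* 1 to 9 and *Nos2* 2 to 15.

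Other splits of the same cultures argue against a grouping by chance for the numbers of genes. As many genes were called in 1 of 100 splits at 100 ng ml-1, in 1 of 100 at 30 ng ml-1 (both drawn from the possible splits), in 1 of 100 in the mean of both concentrations (of 378378 possible) and in 1 of 100 at the paper's thresholds, each time the real split. The median of the other splits was 0 genes at an FDR under 0.05. Between unstimulated cultures and 100 ng ml-1, the highest of them reached 1033 genes and exchanges unstimulated replicate 4 with replicate 2 at 100 ng ml-1. For 30 ng ml-1 the highest was 160. The number of lists past the threshold by camera at 100 ng ml-1, 7, was reached in 39 of 100 splits, with a median of 5 in the others, so that this number says nothing about IL-12. By fry, also 7, it was reached in 2 of 100. Both tests called 6 lists at 100 ng ml-1, 9 at 30 ng ml-1 and 1 between the concentrations, the NF-kB-responsive genes.

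The other lists had these medians at 100 ng ml-1, with camera's and fry's adjusted p: STAT3-responsive genes 0.23 (2.69e-13 and 1.55e-06), interferon-gamma-responsive genes 0.12 (0.0331 and 0.23), type I interferon-responsive genes 0.26 (0.118 and 0.442), the hyperinflammatory signature 0.11 (0.118 and 0.24), trafficking chemokines 0.21 (0.118 and 0.0344, 3 genes tested), IL-12-dependent neuronal genes -0.09 (0.118 and 0.168) and immediate early genes -0.26 (2.53e-05 and 0.000188). The markers had -0.13 for microglia (0.0854 and 0.442), -0.02 for astrocytes (0.614 and 0.549), -0.17 for the oligodendrocyte lineage (0.000575 and 0.0475), -0.10 for cerebellar neurons (0.614 and 0.717), 0.06 for fibroblasts and meninges (0.0959 and 0.168), -0.09 for endothelium (0.122 and 0.0887) and -0.01 for T and NK cells (0.701 and 0.549). By an exact test of their mean level at 100 ng ml-1, 7 of the 18 lists passed (exact p = 0.00794, adjusted p = 0.0204 for each): the glycolytic, hypoxia-inducible, mTORC1-responsive, NF-kB-responsive, STAT3-responsive and immediate early genes and the astrocyte markers, which went from -0.084 ± 0.056 (SD, n = 5) to 0.012 ± 0.049 (SD, n = 5). At 30 ng ml-1 4 passed (adjusted p = 0.0357 for each), among them the astrocyte markers. The calls that also held with an estimated correlation were those of the hypoxia-inducible, NF-kB-responsive, STAT3-responsive and immediate early genes. The interferon-gamma-responsive genes were not past the threshold without unstimulated replicate 1 (0.113), 2 (0.0926) or 5 (0.0967) or without replicate 1 (0.0709), 2 (0.0897) or 4 (0.0655) at 100 ng ml-1, nor with the correction for length (0.0719). The microglia markers were past it without unstimulated replicate 1 (0.0164) or 2 (0.00229) and without replicate 4 at 100 ng ml-1 (0.00977), and with the replicate number as an additive term (0.0491). Also past it were the fibroblast and meningeal markers without unstimulated replicate 3 (0.034) or 4 (0.0168), without replicate 5 at 100 ng ml-1 (0.0334) and after removal of a trend with GC content (0.0493), the hyperinflammatory signature without unstimulated replicate 3 (0.0194) and without replicate 3 at 100 ng ml-1 (0.0301), the trafficking chemokines without unstimulated replicate 3 (0.0416) and the IL-12-dependent neuronal genes without unstimulated replicate 4 (0.045). Of the Reactome sets, Glycolysis (23 genes) had a median of -0.18 (camera adjusted p = 0.00011), Interferon gamma signaling (64 genes) 0.05 (0.0322) and Cholesterol biosynthesis (22 genes) -0.02 (0.229).

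The fall of the hypoxia-inducible genes at 100 ng ml-1 was matched in 1 of 100 splits, the real one, as was that of the glycolytic enzymes in 1 of 100. For the mTORC1-responsive genes, 20 of 100 splits gave a median as far from 0, while their mean level passed the exact test (p = 0.00794, adjusted p = 0.0204). Against a shift by the scaling of the libraries stands that 0 of 10000 random lists of similar expression had a median as far from 0 as that of the hypoxia-inducible genes. Against a trend of the fold changes with GC content, length or expression stands a median of -0.320 after its removal. A smaller share of a cell type cannot be told apart for the list as a whole: the oligodendrocyte-lineage markers fell by a median of -0.165, and in 7.15% of bootstrap draws their median was the lower. That 8 of the 24 genes fell further than every one of 66 markers decides nothing, since these genes are picked by their own fall. Oxygen and cell density in the cultures were not measured.

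The NF-kB-responsive genes rose at 100 ng ml-1 by a median of 0.37, with 17 of 18 higher and 13 called (camera adjusted p = 1.53e-22, fry 1.55e-06), and 1 of 100 splits, the real one, gave a median as far from 0. Of the list, 5 genes are ones the paper names, and without them the median was 0.24 over 13 genes (7.26e-10). A larger share of microglia is argued against by a median of -0.128 for their markers. Interferon-gamma made by lymphocytes in the cultures is argued against by its responsive genes, which rose less, by a score difference of -0.322 (exact p = 0.00794). A bacterial product in the cytokine preparation, which may act on microglia, cannot be told apart, since the type I interferon-responsive genes that would rise with it had an adjusted p of 0.118 with a median of 0.26. They passed without unstimulated replicate 3 (0.00202) and without replicates 3 (0.0486) or 5 (0.0334) at 100 ng ml-1. A response to IL-12 stays open as a hypothesis.

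Unstimulated cultures had higher levels of glial than of neuronal markers. The lowest of the 3 glial medians was 10.2 times that of the cerebellar neuron markers and the highest 47.7 times. The most abundant markers were *Mbp* (4819 TPM), *C1qa* (2452 TPM), *Gfap* (2366 TPM) and, for neurons, *Map2* (84.86 TPM). Fibroblast and meningeal markers had a median of 70.9 TPM, endothelial markers 2.66 TPM and T and NK cell markers 0.237 TPM, with *Ptprc*, which microglia also express, at 32.65 TPM. Glia may make most of the RNA, although a marker level is no cell count and the lists differ in how abundant their genes are per cell. Which cells responded to IL-12 was not measured.

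Hubs of the module M2 both rose and fell. The methods give CEMiTool with default parameters, which set whether a network is built on the size of a correlation without its sign, so that genes that rise and genes that fall share a module. The program was not run here, and the correlations computed here cannot decide on it. Of the strong correlations between hubs, 53.8% were negative, but the sign of each of these 80 followed the directions of the pair with IL-12, so that this share only restates which hubs rose and which fell. Linkage on the size of the correlation put all 15 hubs in 1 group, which held 3467 genes.

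The largest axis of spread within groups, with 22.3% of that variance, went with the slope of a library against GC content (r = -0.813, permutation p = 0.00029, adjusted p = 0.00087 over 3 relations, rho = -0.775, permutation p = 0.0011, r = -0.616 without the 2 cultures farthest from the median slope). This is consistent with a technical trend of the libraries. It was not related to the share of reads on retained-intron and unprocessed transcripts beyond chance (r = 0.363, permutation p = 0.183, adjusted p = 0.275, rho = 0.321, permutation p = 0.243, 0.556 without the 2 farthest), which cannot be told apart with 15 cultures, or to the number of reads (r = -0.085, permutation p = 0.759). Fold changes at 100 ng ml-1 also followed GC content (rho = 0.224). Whether the slopes of the libraries vary within groups as much as between them cannot be told apart, since it rests on 1 culture: the difference from unstimulated cultures was 0.050 (exact p = 0.413), but 0.102 without replicate 2 at 100 ng ml-1 (exact p = 0.00794). A trend with GC content is argued against as the source of most calls: with it removed, 1975 genes were called at 100 ng ml-1, 1424 of them among the 1500.

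More genes were called at 100 than at 30 ng ml-1, by a ratio of 1.24, but this order depends on the cultures and on the fit. Fewer were called at 100 than at 30 ng ml-1 with only the groups compared in the fit (946 and 1536), without unstimulated replicate 1 (946 and 968) or 2 (1306 and 1552) and without replicate 1 (953 and 1341) or 3 (949 and 1224) at 100 ng ml-1. A difference in sequencing depth is argued against as the whole source, since the ratio was 1.19 with every library thinned to the same number of reads (1388 and 1171 genes).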
